# Hippocampal Transcriptome Changes After Subarachnoid Hemorrhage in Mice

**DOI:** 10.3389/fneur.2021.691631

**Published:** 2021-07-20

**Authors:** Angelique S. Regnier-Golanov, Friederike Dündar, Paul Zumbo, Doron Betel, Magda S. Hernandez, Leif E. Peterson, Eng H. Lo, Eugene V. Golanov, Gavin W. Britz

**Keywords:** subarachnoid hemorrhage, cognitive deficits, post-SAH syndrome, hippocampus, transcriptome, complement, oligodendrocyte

## Abstract

After subarachnoid hemorrhage (SAH), up to 95% of surviving patients suffer from post-SAH syndrome, which includes cognitive deficits with impaired memory, executive functions, and emotional disturbances. **Although these long-term cognitive deficits are thought to result from damage to temporomesial–hippocampal areas, the underlying mechanisms remain unknown**. To fill this gap in knowledge, we performed a systematic RNA sequencing screen of the hippocampus in a mouse model of SAH. SAH was induced by perforation of the circle of Willis in mice. Four days later, hippocampal RNA was obtained from SAH and control (sham perforation) mice. Next-generation RNA sequencing was used to determine differentially expressed genes in the whole bilateral hippocampi remote from the SAH bleeding site. Functional analyses and clustering tools were used to define molecular pathways. Differential gene expression analysis detected 642 upregulated and 398 downregulated genes (false discovery rate <0.10) in SAH compared to Control group. Functional analyses using IPA suite, Gene Ontology terms, REACTOME pathways, and MsigDB Hallmark gene set collections revealed suppression of oligodendrocytes/myelin related genes, and overexpression of genes related to complement system along with genes associated with innate and adaptive immunity, and extracellular matrix reorganization. Interferon regulatory factors, TGF-β1, and BMP were identified as major orchestrating elements in the hippocampal tissue response. The MEME-Suite identified binding motifs of Krüppel-like factors, zinc finger transcription factors, and interferon regulatory factors as overrepresented DNA promoter motifs. This study provides the first systematic gene and pathway database of the hippocampal response after SAH. Our findings suggest that damage of the entorhinal cortex by subarachnoid blood may remotely trigger specific hippocampal responses, which include suppression of oligodendrocyte function. Identification of these novel pathways may allow for development of new therapeutic approaches for post-SAH cognitive deficits.

## Introduction

Subarachnoid hemorrhage (SAH), blood accumulation in the subarachnoid space (1), in 85% of the cases results from aneurysmal rupture (2, 3). While SAH is the least frequent stroke disorder, accounting for 3–4% of all strokes (4), it has the most catastrophic outcome with 40% fatality (5). Fifty percent of cases occur in population under the age of 55, which otherwise has a good life expectancy (2, 6, 7). Ninety-five percent of survivors experience permanent disabilities and post-SAH syndrome, which includes depression, anxiety, impaired memory and executive functions, trouble of attention, and emotional and cognitive disturbances (5). Subsequently, a significant number, up to 45%, of SAH patients are unable to continue with their professional activities (7, 8).

Morphological brain damage following SAH includes atrophy of the temporomesial/hippocampal area (9, 10), which is associated with the long-term cognitive deficit and correlates with decreased neurocognitive scores (8). The role of hippocampal formation in cognitive processes and memory formation has been extensively documented (11). Following an aneurysmal rupture, most often localized at the base of the skull (12, 13), blood extravasates into the subarachnoid space damaging basal brain surface, including entorhinal cortices, which issue the main afferents to the hippocampus (14, 15). Lesions of entorhinal cortex lead to the damage of the perforant pathway and its hippocampal termination fields (16–18). We hypothesize that bleeding in the subarachnoid space triggers remote hippocampal damage, possibly by direct blood contact with the entorhinal cortex. Blood toxicity to the brain parenchyma has been well-established (19, 20). This would cause global changes in the gene expression resulting in the persistent disturbance of the hippocampal function.

We therefore used next generation RNA sequencing (RNA-seq) to explore specific changes in hippocampal transcriptome 4 days following SAH. Cellular and molecular perturbations accompanying early brain injury (within 72 h post-ictus) after sub-arachnoid have been well documented in the literature and reported non-specific response to brain insult (21, 22). However, mechanisms and respective pathways, underlying secondary brain injury, attributed to neurological and neurocognitive complications, taken place after 72 h have not been well characterized (23, 24). In the present study, we aim to explore biological processes and secondary mechanisms at the cusp between degeneration and regeneration happening at 4 days (25, 26) following SAH, closely mimicking delayed cerebral ischemia observed in humans (23) to explore processes at the origin of long-term consequences of SAH. Considering immense diversity of the various cells and their continuous interaction in the hippocampus, e.g., Iyer and Tole (27), this study was designed to gain an insight into leading biological processes occurring in hippocampus as a whole and to avoid changes in gene expression related to tissue processing for single-cell transcriptome analysis (28). Here, we aim to identify new therapeutic targets for the treatment of post-SAH syndrome.

## Materials and Methods

### Data Availability

The authors declare that all supporting data are available within this article and its Data Supplement. The RNA-seq data and the list of differentially expressed genes (DEGs) can be viewed at the Gene Expression Omnibus (GEO) under accession number GSE167110 (29). Scripts and code are uploaded to [Regnier-Golanov AS, (29)]. Other datasets generated for this study are available upon request to the corresponding author.

### Animal Procedures

Animal experimental procedures were conducted in accord with the U.S. National Institutes of Health “Guide for the care and use of laboratory animals” and in compliance with the ARRIVE guidelines. All experimental procedures were approved by the Institutional Animal Care and Use Committee of Houston Methodist Research Institute, Houston, TX (Protocol #: AUP-0220-0009). Animals were housed in the institutional animal facilities on a 12 h day/night cycle with *ad libitum* access to food and water.

### Unilateral SAH Induction

Studies were performed in 11 male C56BL/6J mice, 10–14 weeks old (Jackson Labs). To minimize the variability of the RNA-seq experiments, the present study was limited to the male animals. Animals from the same batch were randomly assigned to one of three groups: SAH (*n* = 4), Sham (*n* = 3), and Naïve (*n* = 3). Experimental SAH was induced by the unilateral perforation of the Circle of Willis as previously described (30). Anesthesia was induced with 3% isoflurane in air and maintained at 1.5–1.75% isoflurane in 80% N_2_/20% O_2_. For regional cerebral blood flow (rCBF) measurement, needle probe (1.5 mm diameter, Moor Instruments, Wilmington, DE) fixed to the stereotaxic holder was placed over the intact skull over the parietal cortex through the appropriately prepped (alcohol and chlorhexidine 2%) skin cut on the side of perforation, after animal anesthetization and placement in stereotaxic frame. Drop of mineral oil was applied to the skull for optical contact between the probe and the skull. Animal placed on a homeothermic blanket with the body temperature maintained at 37°C by the rectal probe feedback (Harvard apparatus) was rotated in a supine position. The heart rate was continuously monitored (LabChart, AD Instruments). Neck skin was shaved and prepped with alcohol and chlorhexidine (2%). In aseptic conditions through the midline neck incision, common, external, and internal carotid arteries were exposed. All three arteries were mobilized using silk thread (7–0). The external carotid artery was cut between two ligatures, and a stump was formed. To minimize the bleeding and avoid mortality, 6-0 prolene filament (length 12 mm) was advanced through the stump into the internal carotid and moved forward for ~0.5 mm beyond the point of slight resistance. The filament was withdrawn and stump ligated, and the wound was closed. In sham-operated mice, the filament was advanced to the resistance point and withdrawn without puncture (30). Wounds were closed, and animals were allowed to recover before returning to the home cage. Following the surgery, mice were monitored daily for 96 h. We experienced no procedural or post-surgery mortality when performing experiments in this study.

### SAH Severity and Neurological Assessment

Only SAH mice showing a rCBF drop by ≥50% (average 80 ± 15%, *P* < 0.001) immediately after perforation were selected for the study. A representative photograph of an SAH experimental animal done for the study is shown (Supplementary Figure 5).

Neurological assessment was done with the Garcia scale as previously reported (31) daily. No significant difference was observed in the baseline scores for the animals randomly assigned to either group [*H*_(3)_ = 3.6133, *P* = 0.1581, *n* = 3–4/group] at 24–96 h after surgery (Supplementary Table 2). Due to the limited number of animals, Garcia scale, initially developed for stroke neurological consequences evaluation (31), was not sufficiently sensitive to detect differences of neurological outcomes between Sham and SAH in our experiments, but to rather detect effects of surgery. Further neurobehavioral studies (*N* = 18 with *n* = 10 for SAH and *n* = 8 for Sham) in our laboratory detected no neurological impairments with the Garcia scale but instead showed significant neurocognitive deficits at 4 days after SAH with Y-maze, Social interaction, and Open-field test (in preparation).

### RNA Extraction and RNA Sequencing

Four days following surgery, mice were euthanized with CO_2_ followed by thoracotomy and decapitation. Immediately after bilateral whole hippocampus of SAH (*n* = 4), Sham (*n* = 3), and Naïve (*n* = 3) group was manually collected by an experimenter blinded to the specific group and total RNA was extracted immediately after using QIAzol reagent (RNeasy Mini Kit, Qiagen Inc., Hilden, Germany). RNA was quantified using the Nanodrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA). RNA-seq was performed by RNA core of Weill Cornell Medicine (New York, NY). Total RNA integrity was evaluated with the Agilent Bioanalyzer 2100 (Agilent Biotechnologies, Santa Clara, CA), and only samples with an RNA integrity number (RIN) >9.0 were further processed for RNA-seq. All RNA-seq libraries were prepared using 100 ng of total RNA with the TruSeq Stranded Total RNA sample preparation kit (ribosomal RNA depletion and stranded RNA-Seq) with Ribo-Zero according to the manufacturer's specified protocol (Illumina, San Diego, CA). Samples were multiplexed and sequenced across multiple lanes of a HiSeq 4000 Sequencing System (Illumina) using 50-base paired-end reads to achieve a minimum depth of 30 million aligned read-pairs, which is sufficient to evaluate the similarity between transcriptional profiles according to ENCODE guidelines (32).

### RNA Sequencing Analysis

Before differential gene expression analysis, the quality of the sequences was assessed based on several metrics using FastQC and QoRTs (33, 34). All our samples passed the quality control (Supplementary Figures 1A–F). We aligned, with default parameters, the RNA-seq reads to the mouse reference genome (mm9) using STAR (35). Gene coverage estimates were obtained with featureCounts using composite gene models (union of the exons of all transcript isoforms per gene) from UCSC mm9 annotation from Illumina's iGenomes (36, 37). Uniquely mapped reads that unambiguously overlapped with no more than one Gencode composite gene model were counted for that gene model; the remaining reads were discarded. The counts for each gene model were used for the subsequent analyses.

#### Differentially Expressed Genes

DEGs were determined with DESeq2 (38), a statistical software package tailored to the gene-wise testing of expression differences using read count data. In brief, DESeq2 assumes an underlying negative binomial distribution of the read counts per sample and gene; it accounts for heteroskedasticity, differences in sequencing depth, and RNA repertoire, as well as for low sample numbers when estimating the expression differences between contrasts of interest.

#### Functional Analysis to Identify Gene Sets of Interest

Functional analysis to identify gene sets of interest was done using the compareCluster function of the clusterProfiler R package. The overrepresentation analyses (ORA) based on hypergeometric distribution with additional multiple hypothesis-testing correction (39, 40) were run with the gene sets of the Gene Ontology (GO) consortium (41) and REACTOME pathways (42). ORA was done for each group of significantly up- or downregulated DEGs. The results were represented as dotplots representing the *gene ratio* calculated *as the genes related to a given GO term/total number of DEGs*. This allowed us to visualize the most significantly overrepresented gene sets in our study. The top 20 enriched GO terms for each group were plotted. We also generated network-based representations of the most overrepresented gene sets using the cnetplot function of the clusterProfiler package, plotting the top five enriched gene sets. This allowed us to visualize which individual genes are shared or unique to individual gene sets.

#### Gene Set Enrichment Analysis

Gene set enrichment analysis (GSEA) was performed using the *fgsea* package against MSigDB Hallmark (Broad Institute) pathways (43). Genes were ranked by the DESeq2 Wald test statistic. Hallmark gene sets represent biological processes as defined by publicly available data sets such as microarrays and RNA-seq (44). A normalized enrichment score (NES) was calculated for each pathway, and the top pathways with FDR < 0.05 were displayed.

To identify putative master regulators orchestrating the expression of our DEGs expression, we used the Ingenuity Pathway Analysis suite (IPA; QIAGEN, Hilden, Germany). We used the upstream regulator analysis (URA) tool to identify the molecules whose activity may explain the observed gene expression changes (45). We mined for putative upstream regulators by filtering for genes with the highest activation *z*-score.

To test for the enrichment of DNA motifs in the promoters of DEGs, we used several tools. We used HOMER (v4.9.1) (46) with the flags-start −1,000 -end 50 to look only for motifs enriched within the promoters of genes (47) relative to all other promoters defined as −1,000 to +50 bp relative to each gene's transcription start site (TSS).

In the MEME suite (48), which offers several tools for DNA motif analyses, we extracted the DNA sequences representing 500 bp upstream of each TSS of both up- and downregulated DEGs. We first ran DREME, which discovers short, ungapped motifs that are relatively enriched in the sequences of interest compared to control sequences (47). DREME was run with default settings, using 500 randomly sampled promoter regions of genes that showed no significant change as control regions.

We then ran CentriMo (49), which identifies known or user-provided motifs that show a significant preference for particular locations. CentriMo takes a set of motifs and a set of equal-length sequences and plots the positional distribution of the best match of each motif (50). We used 500 randomly sampled promoter regions of genes that showed no significant change as control regions.

Finally, we used AME (51), which identifies user-provided motifs that are relatively enriched in the sequences of interest compared with control sequences (51, 52). In contrast to CentriMo, the location of the motif within the supplied set of promoter sequences is not considered. We ran AME *via* the web server using the promoter regions of the upregulated DEGs and to determine if known motifs were found to be enriched compared to promoter regions of genes without changes.

### Rt-qPCR for RNA-Seq Validation

Hippocampal tissue and RNA extraction were obtained identically to RNA-seq experiments. Male C56BL/6J mice, 10–14 weeks old (*N* = 18 with *n* = 9 for SAH, *n* = 9 for Sham), were used for this set of experiments. A preamplification step was simultaneously done with the reversed transcription (RT) step using the iScript Explore One-step kit (Biorad, Hercules, CA). Briefly, 1 μg of DNase-treated total RNA was reverse transcribed for 60 min at 45°C, RT was inactivated by increasing temperature to 95°C for 3 min, and 14 preamplification steps were done with the following thermocycler protocol: 95°C for 15 s and 58°C for 4 min, hold at 4°C. Primers (Supplementary Table 1) (Sigma-Aldrich, St. Louis, MO), designed with NCBI tool (53), and 2.5 μl of a custom preamplification assay pool of the reverse and forward primers, diluted at 200 μM, were added to the reaction. The preamplification samples were diluted 10-fold in TE buffer (Invitrogen, Carlsbad, CA). Quantitative PCR was run using 5 μl of diluted cDNA and SYBR green chemistry with the SsoAdvanced Universal SYBR green supermix on a CFX Connect thermocycler (Biorad, Hercules, CA) and a cycling program of 30 s at 95°C, and 40 cycles of 95°C for 15 s and 60°C for 30 s. Primers were used at a 300 nM final concentration in a 20 μl total volume. After completion of qPCR, a melting curve of amplified products was determined. 

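Pgk1 (chromosome X, 103382439 to 103399038) had 103.6 ± 5.79 CPM (SD, n = 4) in SAH and 104.6 ± 4.65 CPM (SD, n = 6) in control in the RNA-seq data. Its log2 fold change of −0.015 (standard error 0.046, adjusted p = 0.894 from edgeR's quasi-likelihood test) was within the spread between mice, and it lay between −0.042 and 0.022 with each mouse left out in turn.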

Pgk1 was selected as our reference gene after comparing several common housekeeping genes (54) and our RNA-seq list of genes showing no difference in expression between the control and SAH group. In short, the mean of the threshold cycle (Ct) of three technical replicates was used as the Ct for the target of a given animal Δ*Ct*(*Animal*) = *Ct*(*Target*)–*Ct*(Pgk1), and fold changes were calculated using the following equation: 2^−ΔΔCt^ = 2^−[*MeanΔCt*(*SAH*)−*MeanΔCt*(*Sham*)]^ (55).

### Western Blot

Male C56BL/6J mice, 10–14 weeks old (*N* = 7 with *n* = 3 for SAH, *n* = 4 for Sham), were used for this set of experiments. Mouse bilateral whole hippocampus was homogenized in ice-cold RIPA buffer [25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 1X HALT Protease and Phosphatase Inhibitor Cocktail Solutions (ThermoFisher Scientific)], centrifuged, and stored at −80°C until use. Proteins were quantified by Pierce BCA Protein Assay Kit (ThermoFisher Scientific) and resolved by high resolution Nupage 4–12% Bis-Tris Gel (Thermo Fisher Scientific-Invitrogen). Anti-rabbit MOG (1:1,000; #12690-1-AP, Proteintech) was incubated overnight and diluted in blocking buffer (5% dried milk in Tris-buffered saline, pH 7.4, and 0.2% Tween-20, TBST). After no-stripping of the membrane, anti-rabbit GAPDH linked to HRP (1:2,000; #8884, Cell Signaling Technology) was incubated on the same membrane following MOG labeling overnight and diluted in blocking buffer. Detection was done with Pierce ECL detection reagent (ThermoFisher Scientific). Protein bands were detected with X-ray film (GenHunter.com), and densitometry was calculated after scanning the films at 600 dpi using ImageJ software and the Miller's tutorial (56). Results were expressed as percentage of change from Sham.

### Statistical Analysis

Graphs were plotted and statistical analysis was done with GraphPad Prism 9 (GraphPad Software, San Diego, CA). Shapiro–Wilk test was used for test of normality, and *F*-test for heterogeneity of the variance. Parametric data are represented as mean ± SD, and nonparametric as median with interquartile range. Statistical significance was set at *P* < 0.05. Pairwise comparisons were analyzed using a two-tailed *t*-test. For the Garcia scale, a Kruskal–Wallis test was done. Statistics are reported in the text and figure legend.

## Results

### Changes in Differentially Expressed Genes

Validation of RNAseq findings was performed with mRNA expression analysis using RtqPCR. We found 10 overexpressed DEGs genes statistically significant in a different cohort of animals (Figure 1). 

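Bilateral whole hippocampi were collected 4 days after surgery from male C57BL/6J mice in 3 groups. In SAH mice (n = 4) a filament advanced inside the artery perforated the circle of Willis, the ring of arteries at the base of the brain, so that blood entered the subarachnoid space. In Sham mice (n = 3) the filament was advanced without perforation, and Naive mice (n = 3) had no surgery. Total RNA was depleted of ribosomal RNA, made into strand-specific libraries and sequenced in read pairs. The authors aligned the read pairs to the mouse genome mm9 with STAR. With featureCounts 1.6.2 they counted the read pairs that fell on the exons of a single gene name in the sense direction, and discarded those that fell on more than 1. The deposited values are these counts, without normalization, for 24391 gene names, of which 19538 had a count in at least 1 mouse.

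The counts summed to between 20099076 and 26866167 per SAH mouse (median 22732038), between 24080219 and 27254655 per Sham mouse (median 24830805) and between 19743388 and 26551775 per Naive mouse (median 23603430). The paper's stated minimum depth of 30 M refers to aligned read pairs (20 to 30 M uniquely mapped reads in the legend of Supplementary Figure 1), whereas all values here use the counts on genes. SAH mice were compared with the 6 control mice (Sham and Naive pooled, as in Figure 4) by edgeR's quasi-likelihood test with TMM normalization. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.10, the paper's threshold. The paper's own test was DESeq2's. edgeR's default filter on low counts left 14993 genes in the test, which keeps out genes with very few counts in most mice and could change which of the low genes are called.

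For a list of genes, each mouse received a score, the mean over the tested genes of the list of log2 CPM (counts scaled to library size, with a prior count of 2) minus the gene's mean over the 6 control mice. Scores of SAH and control mice were compared by a 2-sided exact permutation test over the 210 splits of the 10 mice, whose smallest possible p is 0.00952. Of the 20 lists taken from the paper, 18 were past an adjusted p of 0.10 (Benjamini-Hochberg over the 20 lists). All but 1 of these, the semaphorin genes, reached the smallest p, which is 0.0112 after adjustment. The study chose most of these lists on the same mice, so the scores are not independent evidence. The list that moved most with the processing was that of the genes named in Table 1 and Figure 4, whose difference in score was 0.33 over the 16 genes tested and −0.68 over those with at least 10 counts in every mouse. It joins 8 tested genes that rose and 8 that fell, so its score depends on which of them are tested. These shifts are therefore no measure of how stable the single genes are. Leaving out a mouse also changes which of these genes pass the filter. The score was 0.13 without Naive mouse 8 and 0.12 without Sham mouse 6, over 14 genes each, and not past the threshold (exact permutation test, adjusted p = 0.123 in both). Without SAH mouse 2, SAH mouse 4 and Sham mouse 7 it was 0.55 over 19 genes, 0.20 over 16 and 0.17 over 14. All coordinates are those of mm9.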

To explore active ongoing processes in the hippocampus, we analyzed DEGs using REACTOME pathways and GO-biological processes (GO-BP) analyses and searched for clusters of interrelated processes. 

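REACTOME pathways were tested for overrepresentation with a 1-sided hypergeometric test, separately for the DEGs higher and lower in SAH than in control. The background was the 5022 tested genes with a REACTOME annotation, among them 228 higher and 70 lower DEGs, and 868 pathways with 10 to 500 of these genes were tested. After Benjamini-Hochberg adjustment, 48 pathways were overrepresented among the higher DEGs and 0 among the lower DEGs, where 19 pathways had an unadjusted p under 0.05. Extracellular matrix organization held 38 higher DEGs among 201 genes, against 9.12 expected by chance (adjusted p = 1.03e-11). Interferon gamma signaling held 21 of 60 (2.72 expected, adjusted p = 1.36e-11), and Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell held 12 of 31 (1.41 expected, adjusted p = 6.56e-07). Cytokine signaling in the immune system held 28 of 183 (8.31 expected, adjusted p = 1.19e-06). The ER-Phagosome pathway, which the annotation holds as 2 sets, had 8 of 25 (adjusted p = 0.000295) and 12 of 63 (adjusted p = 0.000585). With each mouse left out in turn, between 43 and 53 pathways were overrepresented among the higher DEGs. With Sham mice alone as control the number was 0, from 8 annotated DEGs, with 16 pathways at an unadjusted p under 0.05. The limma test camera, which uses all genes of a set without a threshold, called 82 pathways higher and 13 lower with its preset correlation between genes of 0.01. None of these calls held with the correlation estimated from the mice, which gave 0 pathways at an adjusted p under 0.10 and 39 higher and 14 lower at an unadjusted p under 0.05.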

The five top interacting clusters identified, using both approaches, revealed overexpression of groups of genes related to immune and inflammatory processes and extracellular matrix reorganization (Figures 2, 3). Additional exploration using Ingenuity Pathway Analysis canonical pathways (IPA, QIAGEN, 2020) and GSEA Hallmark collection confirmed the prevalence of these processes (Supplementary Figure 3). 

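Lcn2, a secreted lipocalin (chromosome 2, 32240157 to 32243259), had counts of 21, 17, 91 and 21 in SAH mice 1 to 4 and of 0 to 9 in the 6 control mice. Its level was 1.77 ± 1.89 CPM (SD, n = 4) in SAH and 0.119 ± 0.135 CPM (SD, n = 6) in control, a log2 fold change of 3.74 (standard error 0.73, adjusted p = 0.015 from edgeR's quasi-likelihood test). Without SAH mouse 3 the log2 fold change was 2.68, and without Sham mouse 7 it was 4.43, both past the threshold. Plin4, which codes for a lipid droplet protein (chromosome 17, 56240014 to 56249225), rose by 3.33 on the log2 scale (standard error 0.80, adjusted p = 0.0469). It had 485 counts in SAH mouse 3 against 18 to 89 in the other SAH mice and 11 to 25 in control. Without SAH mouse 3 its log2 fold change was 1.33 and no longer past the threshold, and it also lost its call without each Naive mouse.

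Ccl5, Timp1 and Gpr65 had too few counts for the filter, and the values given for them are from the test without it. Ccl5, a chemokine (chromosome 11, 83339281 to 83344020), had counts of 19, 10, 39 and 35 in SAH mice and of 0 to 4 in control mice, and its log2 fold change without the filter was 4.10 (adjusted p = 0.00135). Timp1, an inhibitor of matrix metalloproteinases (chromosome X, 20447292 to 20451863), had 79 counts in SAH mouse 3, 6 to 23 in the other SAH mice and 2 to 6 in control (log2 fold change 3.17, adjusted p = 0.0251). Gpr65, a G protein-coupled receptor (chromosome 12, 99506845 to 99514932), had 10 to 35 counts in SAH mice and 2 to 5 in control (log2 fold change 2.43, adjusted p = 0.0075).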

Five top upregulated genes included *Ccl5, Lcn2, Plin4, Timp1*, and *Gpr65* related to inflammation (Figure 4; Table 1).

**Figure 1:**
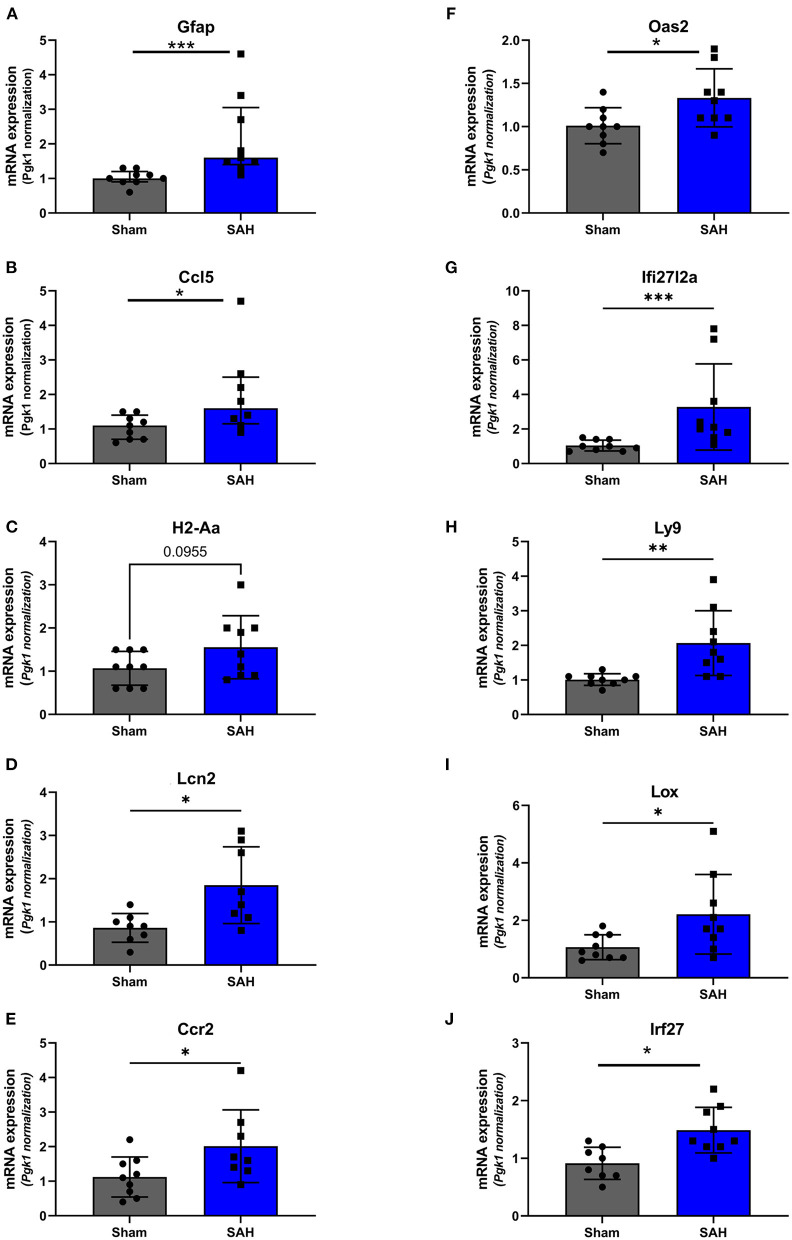
Validation of the RNAseq findings by expression analysis of 10 overexpressed DEGs using Rt-qPCR at 4 days after SAH. Fold change, calculated by 2^−ΔΔCt^*V*, of mRNA expression of **(A)** GFAP: *U* = 4, *P* = 0.0006; **(B)** Ccl5: *U* = 14.50, *P* = 0.0379 **(C)**. H2-Aa: *t*_(16)_ = 1.772, *P* = 0.0955; **(D)** Lcn2: *t*_(14)_ = 2.940, *P* = 0.0108; **(E)** Ccr2: *t*_(15)_ = 2.20, *P* = 0.0439; **(F)** Oas2: *t*_(16)_ = 2.247, *P* = 0.0264; **(G)** Ifi27l2a: *U* = 3.500, *P* = 0.0004; **(H)** Ly9: *t*_(8.521_) = 3.327, *P* = 0.0095; **(I)** Lox: *t*_(9.547)_ = 2.364, *P* = 0.0408; **(J)** Irf27: *t*_(15)_ = 3.247, *P* = 0.0037. *P < 0.05; **P < 0.01; ***P < 0.0001. *N* = 18, with *n* = 9 for SAH, *n* = 9 for Sham.

**Figure 2:**
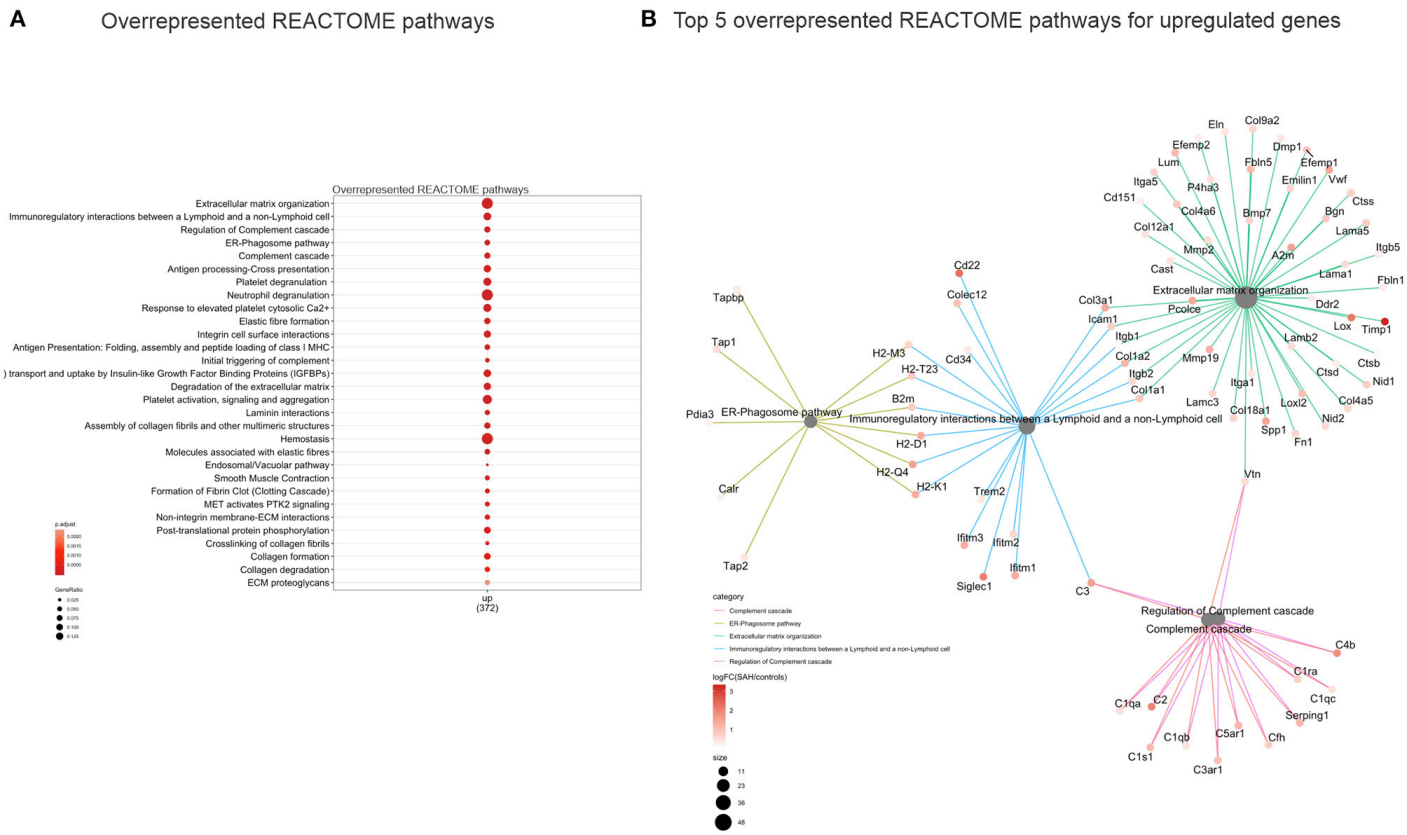
Overrepresented REACTOME pathways 4 days after SAH. **(A)** Dot plot (gene ratio = genes related to a given GO term/total number of DEGs) of the overrepresented REACTOME pathways of all upregulated genes. Note the overrepresentation of immune response-related processes such as “*Extracellular matrix organization*,” “*Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell*,” and “*ER phagosome pathway*.” **(B)** Interconnected clusters of the five top overexpressed REACTOME pathways. Nodes represent individual genes belonging to a given gene set (or central node), and edges indicate which gene set it belongs to.

**Figure 3:**
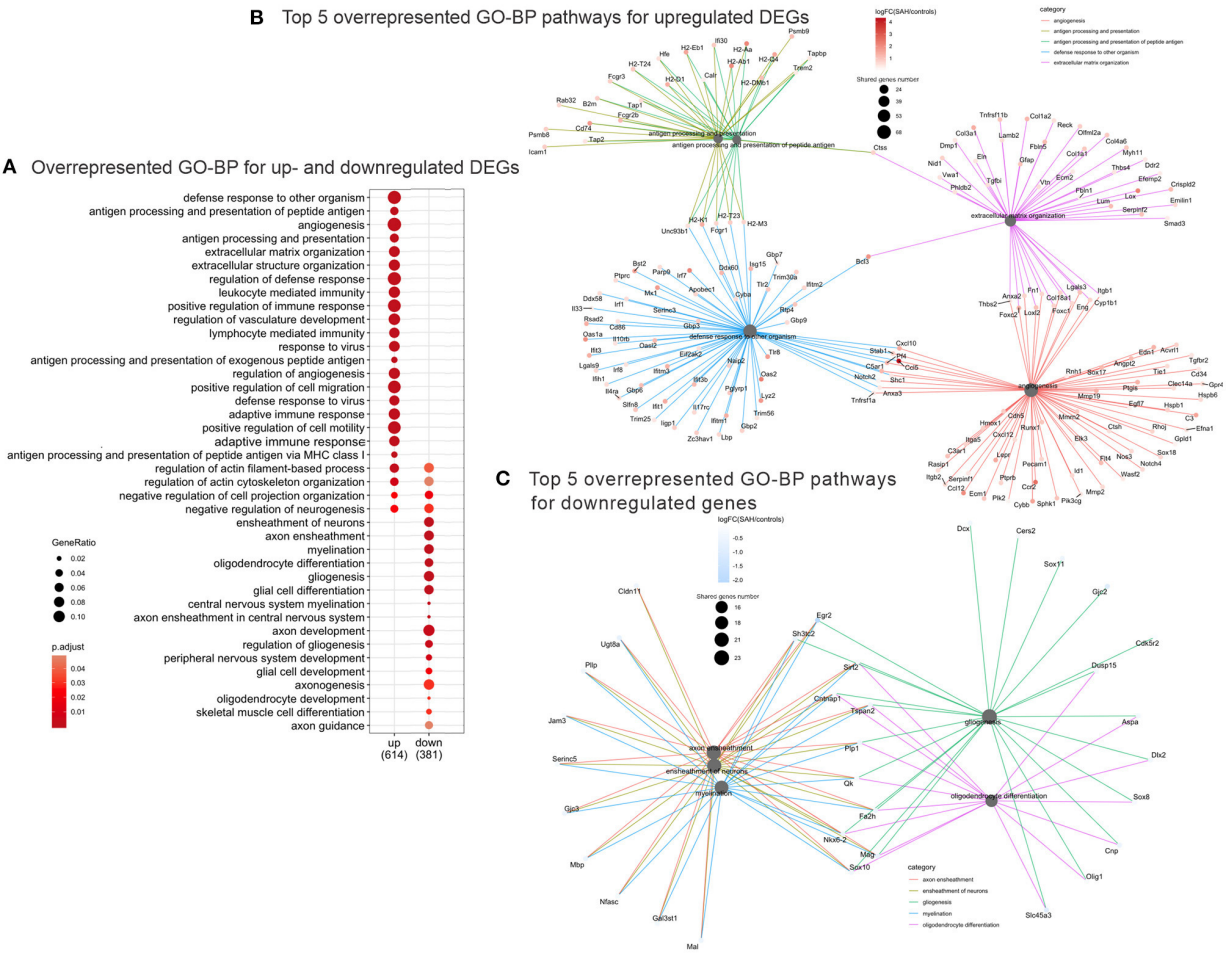
Overrepresented GO Biological Processes 4 days after SAH. **(A)** Dotplot of the most enriched GO biological processes terms for up- and downregulated gene plot. Note that majority of overrepresented biological processes relate to immune response genes (“*immune response*,” “*regulation of vasculature development*,” “*response to virus*,” “*adaptive immune response*,” and “*lymphocyte mediated immunity*”), while the downregulated GO Biological Processes are myelin/axon/oligodendrocytes-related (“*axon ensheathment*,” “*ensheathment of neurons*,” “*myelination*,” “*oligodendrocyte differentiation*,” and “*gliogenesis*”). Color represents adjusted *p*-value or FDR, gene ratio = genes related to a given GO term/total number of DEGs. **(B)** Interconnected clusters of the five top overrepresented GO Biological Processes terms for upregulated genes. Nodes represent individual genes belonging to a given gene set (or central node), and edges indicate which gene set it belongs to. Gene number reflects number of downregulated genes in the central node. **(C)** Interconnected clusters of the five top overrepresented GO Biological Processes terms for downregulated genes. Nodes represent individual genes belonging to a given gene set (or central node), and edges indicate which gene set it belongs to. Color represents adjusted *p*-value or FDR. Gene number reflects number of downregulated genes in the central node.

**Figure 4:**
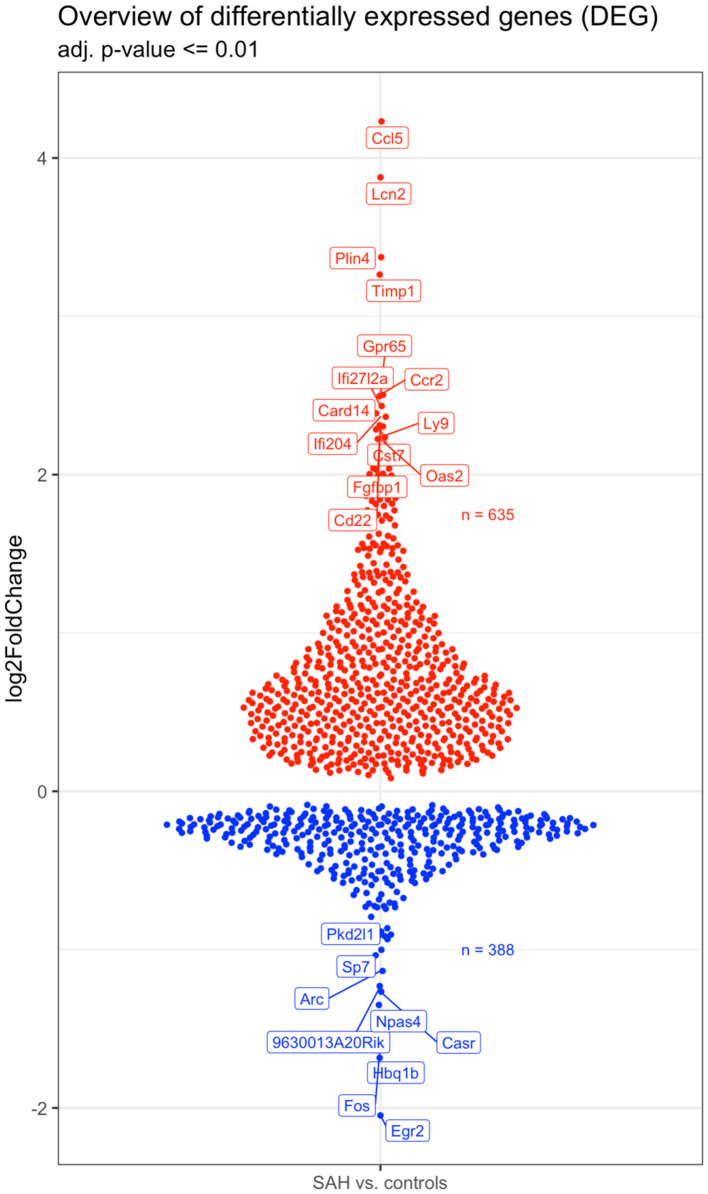
Overview of the 642 upregulated (in red) and 398 downregulated (in blue) genes in the SAH vs. the control samples. The names of the topmost up- and downregulated genes are indicated. *N* = 10 with *n* = 4 for SAH, *n* = 3 for Sham, *n* = 3 for Naïve.

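Among the 14993 genes tested, 470 were higher and 231 lower in SAH than in the 6 control mice at an adjusted p under 0.10 (edgeR), and 2549 had an unadjusted p under 0.05. DEGs higher in SAH made up 67.1% of the calls. DESeq2 on the same counts called 638 higher and 397 lower, and 690 of the 701 DEGs were among them, all in the same direction. The choice of control mice moved these numbers most: with the 3 Sham mice alone as control, 12 genes were higher and 0 lower (1176 at an unadjusted p under 0.05), and with the 3 Naive mice alone 201 were higher and 81 lower. Leaving out SAH mouse 4 gave 223 and 85 DEGs, and leaving out SAH mouse 2 gave 686 and 407. The counts were 596 and 378 without SAH mouse 1 and 416 and 154 without SAH mouse 3. Without Naive mouse 8, 9 or 10 they were 271 and 90, 320 and 107, and 288 and 108.

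Lcn2 had the largest rise among DEGs whose 4 SAH mice all lay beyond all 6 control mice, followed by Ifi27l2a, Ifi204, Fgfbp1, Cd22, Ly9, AI607873, Lox, Irf7 and Fmod. Ifi27l2a (chromosome 12, 104672083 to 104681890) overlaps Ifi27 on the opposite strand, and the counting used the strand. It had 2.02 ± 0.776 CPM (SD, n = 4) in SAH and 0.367 ± 0.127 CPM (SD, n = 6) in control, a log2 fold change of 2.41 (standard error 0.30, adjusted p = 0.00151). Ifi204 rose by 2.35 and Fgfbp1 by 2.29. Cd22, Ly9, AI607873, Lox and Fmod rose by 2.23, 2.20, 2.18, 2.12 and 2.10. Fgfbp1 had 67 and 68 counts in SAH mice 1 and 2 but 12 and 14 in SAH mice 3 and 4. Egr2 (chromosome 10, 67000617 to 67004936) fell most, from 7.94 ± 2.12 CPM (SD, n = 6) in control to 1.91 ± 1.21 CPM (SD, n = 4) in SAH, a log2 fold change of −2.0 (standard error 0.33, adjusted p = 0.00629). The next falls were in Fos (−1.57), Npas4 (−1.33), 9630013A20Rik (−1.23), Arc (−1.13), Sp7 (−1.03), Ier2 (−0.94), Egr1 (−0.93), Adamts4 (−0.93) and Rnf122 (−0.91). Sp7 lost its call without SAH mouse 4, Naive mouse 8 or Naive mouse 10. The other genes among these falls kept theirs with any single mouse left out. Of the other genes labelled in Figure 4, Card14 rose by 2.30 (adjusted p = 0.0978) but by 0.87 without SAH mouse 3. Of the 6 fits with 1 mouse left out that could test it, Card14 was past the threshold in 2, without SAH mouse 1 and without SAH mouse 2. Pkd2l1 had a log2 fold change of −1.0 (adjusted p = 0.0771) and kept its call without SAH mouse 1 or Sham mouse 5 and in no other of the 10 fits. Casr, at −1.24 (adjusted p = 0.101), was not past the threshold, and was past it at −1.81 without SAH mouse 2. Oas2 and Cst7 were kept out by the filter, and without it their log2 fold changes were 2.19 and 2.24 (adjusted p = 0.0399 and 0.0248). Hbq1b, also kept out, had 1 to 3 counts in SAH mice and 5 to 12 in control mice (adjusted p = 0.0699 without the filter).

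**Figure D1:**
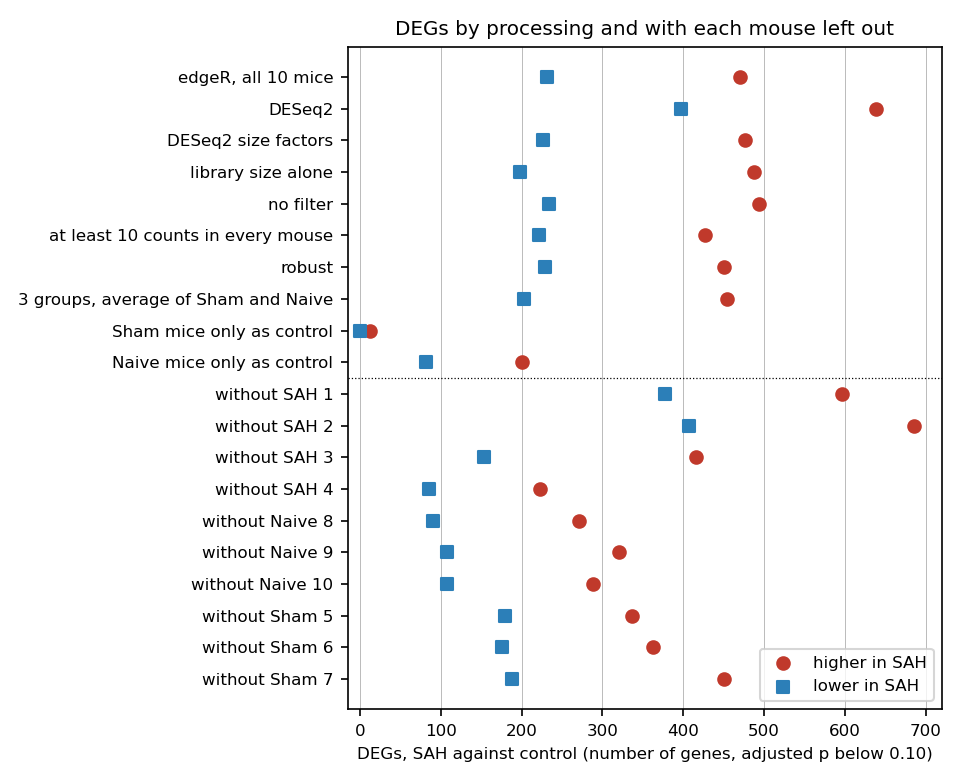
Numbers of genes higher (circles) and lower (squares) in SAH than in control at an adjusted p under 0.10, one line for each way of processing and, under the dotted line, for each mouse left out. The numbers run from 12 higher and 0 lower with Sham mice alone as control to 686 higher and 407 lower without SAH mouse 2.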

**Table 1:** Top 10 upregulated genes potentially associated with different cellular types from single-cell transcriptomics studies.

**Gene symbol**	**Gene name**	**Log_**2**_-fold change**	***padj* value**	**Cell origin (57)**	**Cell origin (58)**
*Ccl5*	C-C motif chemokine 5	4.23	3.2 × 10^−7^	Microglia	T cells, NK/NK T cells
*Lcn2*	Neutrophil gelatinase-associated lipocalin	3.87	0.004	Endothelial	Neutrophils
*Plin4*	Perilipin-4	3.37	0.005	NA	NA
*Timp1*	Metalloproteinase inhibitor 1	3.26	0.0003	Endothelial	NA
*Ccr2*	C-C Chemokine receptor type 2	2.50	0.002	Microglia, OPC	BAM, cDC, Monocytes, Tcells, and NK/NK T cells
*Gpr65*	Psychosine receptor	2.49	0.0003	Microglia	BAM, NK/NK T cells
*Ifi27l2a*	Interferon alpha-inducible protein 27-like protein2	2.43	5.5 × 10^−9^	Microglia	BAM, cDC, B cells, Monocytes, and T cells
*Card14*	Caspase recruitment domain containing protein 14	2.38	0.007	NA	NA
*Ifi204*	Myeloid cell nuclear differentiation antigen	2.36	6.2 × 10^−9^	Microglia	BAM, monocytes
*Cd22*	B-cell receptor	2.31	0.002	Microglia	T cells, NK/NK T cells

The top five downregulated interacting clusters of GO-BP related to myelin ensheathment and oligodendrocyte activity (Figure 3C). 

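Figure 3C names 33 genes of the ensheathment and gliogenesis terms, and all 33 had a negative log2 fold change. Of these, 25 were past the threshold over all genes tested (edgeR, adjusted p under 0.10), and all 33 when adjusted over the list alone, which is not independent evidence since the study drew the list from its DEGs. The median log2 fold change was −0.46, and the values ran from −2.0 for Egr2 to −0.13 for Cntnap1. The list score was −0.51 ± 0.18 (SD, n = 4) in SAH and 0 ± 0.099 (SD, n = 6) in control, with every SAH mouse below every control mouse (exact permutation test, p = 0.00952). Cldn11, which codes for a tight junction protein of myelin (chromosome 3, 31048842 to 31063248), fell from 200.4 ± 23.6 CPM (SD, n = 6) to 141.3 ± 14.4 CPM (SD, n = 4), a log2 fold change of −0.50 (standard error 0.087, adjusted p = 0.00764). Cnp (chromosome 11, 100436253 to 100443053) had a log2 fold change of −0.58 (standard error 0.092, adjusted p = 0.00521). Ugt8a had a log2 fold change of −0.71 and lost its call without Naive mouse 8, 9 or 10. Gal3st1, Sh3tc2, Cdk5r2 and Aspa were not past the threshold (adjusted p = 0.124, 0.106, 0.112 and 0.121), nor were 4 genes that Supplementary Table 3 also lists. Gal3st1, Cdk5r2 and Aspa were past it without SAH mouse 1, and Sh3tc2 without Sham mouse 5. Jam3 lost its call without SAH mouse 3, Naive mouse 8 or 10, or Sham mouse 5 or 7, and Dcx without SAH mouse 3 or 4 or any of the Naive mice. Qk kept its call in 4 of the 10 fits that each left out 1 mouse, without SAH mouse 1 or 2 or Sham mouse 5 or 6, and Dlx2 in 3, without SAH mouse 2, Naive mouse 10 or Sham mouse 5. Slc45a3 lost its call without SAH mouse 4 or Naive mouse 8, Dusp15 without SAH mouse 4 or Naive mouse 10, and Pllp and Nkx6-2 without SAH mouse 4.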

Significantly decreased was the expression of genes specific to the myelin structure: *Pllp, Mbp, Mal, Mag, Cntnap1, Plp1, Mog*, and *Mobp* as well as the oligodendrocytes signature genes: *Olig1, Sox8, Sox10*, and *Nkx6.2* (Supplementary Table 3). 

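Over the 12 genes named here, 8 were lower in SAH over all genes tested and 12 when adjusted over the list alone. Mog, the gene of myelin oligodendrocyte glycoprotein (chromosome 17, 37147685 to 37160343), had 56.4 ± 10.1 CPM (SD, n = 4) in SAH and 93.6 ± 10.8 CPM (SD, n = 6) in control. Its log2 fold change was −0.73 (standard error 0.11, adjusted p = 0.00375), and it stayed between −0.82 and −0.64 with each mouse left out in turn. Mag (chromosome 7, 31684202 to 31699851) fell from 255 ± 19.9 to 159.6 ± 25.5 CPM, a log2 fold change of −0.68 (standard error 0.089, adjusted p = 0.00235). Mbp (chromosome 18, 82644515 to 82755029) fell from 4082 ± 489 to 2706 ± 268 CPM, a log2 fold change of −0.59 (standard error 0.085, adjusted p = 0.00329). Mal and Mobp had log2 fold changes of −0.53 and −0.51 (adjusted p = 0.0055 and 0.0158). Nkx6-2 and Pllp, at −0.52 and −0.46, were past the threshold (adjusted p = 0.0492 and 0.0267) but not without SAH mouse 4.

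Sox10, Sox8, Olig1 and Cntnap1 were lower in SAH without passing the threshold of edgeR's test, with log2 fold changes of −0.40, −0.27, −0.18 and −0.13 (adjusted p = 0.154, 0.138, 0.138 and 0.126). Leaving out 1 mouse brought Sox10 and Olig1 (SAH mouse 3), Sox8 (SAH mouse 1 or 2) and Cntnap1 (Sham mouse 7) past it. Sox10 had 25.9 CPM in SAH mouse 3 and 45.6 to 49.3 CPM in the other SAH mice. The score of the 12 genes lay between −0.60 and −0.36 in SAH mice and between −0.14 and 0.18 in control mice, a difference larger than the spread between mice (exact permutation test, p = 0.00952). Of 12 tested marker genes of mature oligodendrocytes, 7 were lower and 1 higher over all genes tested. Adjusted over that list alone, 10 were lower and 1 higher. Apod rose, with a log2 fold change of 0.94 (adjusted p = 0.0135). Trf had a log2 fold change of −0.095 and was not past the threshold over all genes (adjusted p = 0.327). Apod and Trf were named after their values were seen.

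**Figure D2:**
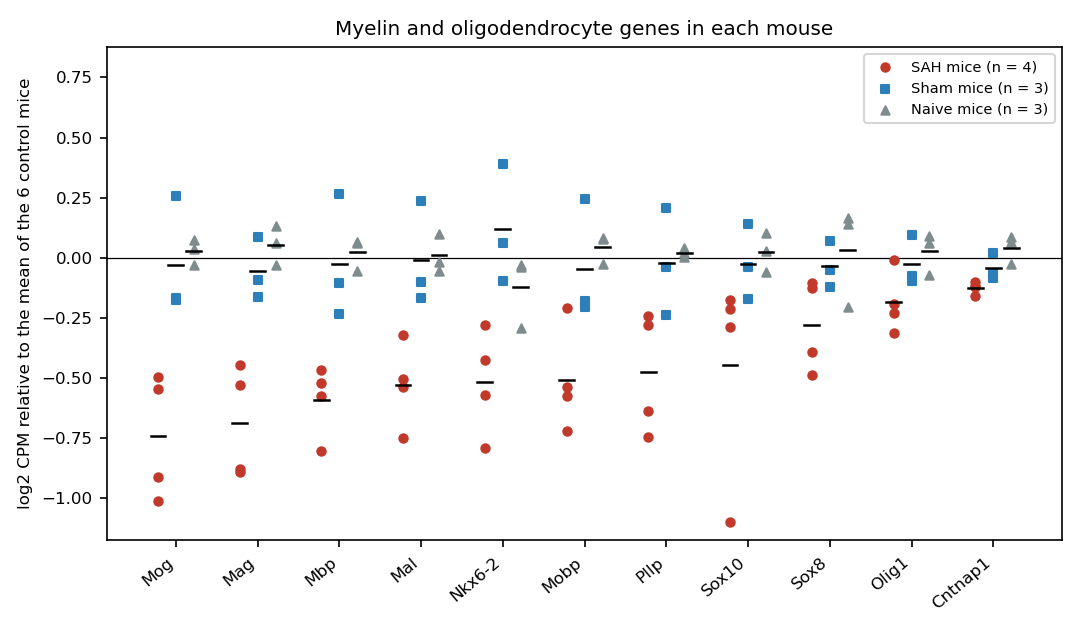
log2 CPM of 11 of the 12 genes in each mouse relative to the mean of the 6 control mice, with SAH mice as circles (n = 4), Sham mice as squares (n = 3) and Naive mice as triangles (n = 3). Black bars are group means. The lowest value is −1.10, for Sox10 in SAH mouse 3, and the SAH mouse closest to the control mean is mouse 3 for Olig1, at −0.0097.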

Decreased levels of the mRNA of *Mog, Mag*, and *Rnf122*, oligodendrocytes-related genes by Rt-qPCR and decrease in MOG protein expression by Western blot (Figures 5A,B) confirmed the decrease of oligodendrocyte activity.

**Figure 5:**
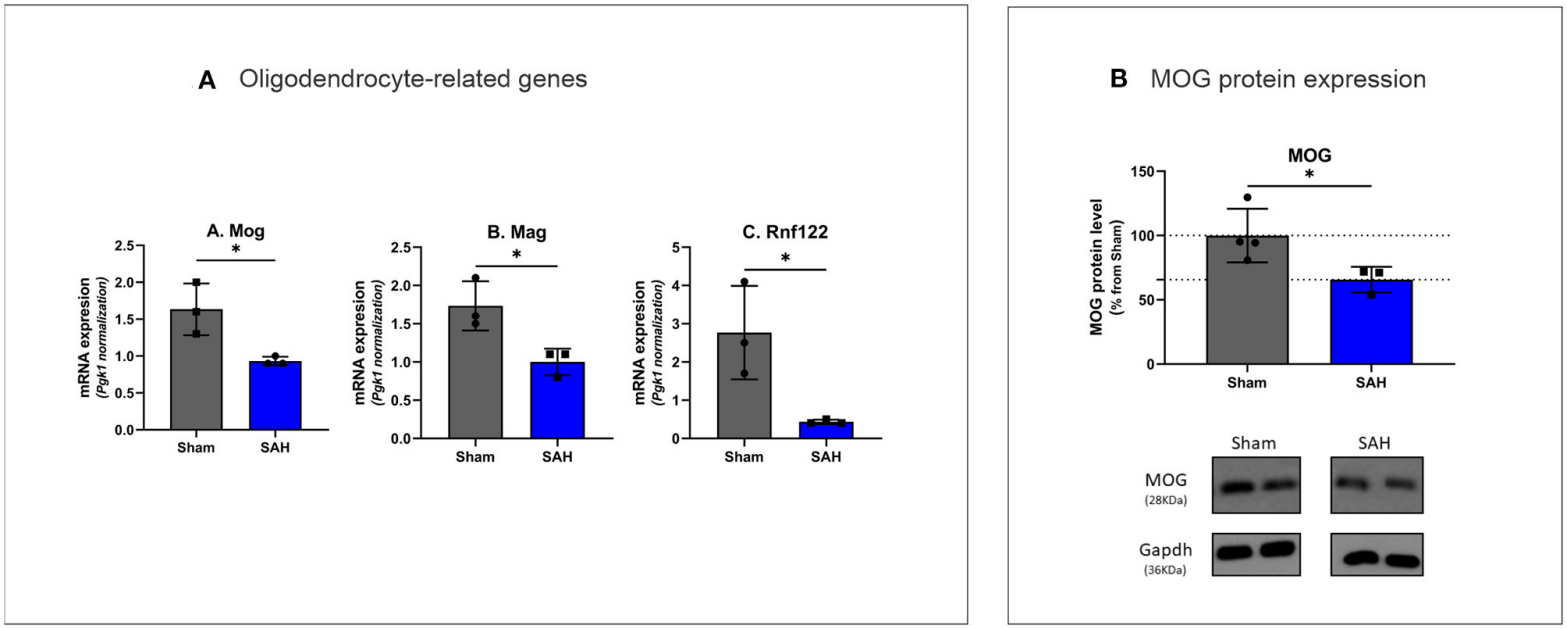
**(A)** Rt-qPCR analysis of oligodendrocyte specific gene expression 4 days after SAH Mog: *t*_(4)_ = 3.407, *P* = 0.0271, Mag: *t*_(4)_ = 3.479, *P* = 0.0254, Rnf122: *t*_(4)_ = 3.304, *P* = 0.0298. *P < 0.05. *N* = 18, with *n* = 9 for SAH, *n* = 9 for Sham. **(B)** Western blot analysis of myelin oligodendrocyte glycoprotein with MOG protein expression decreased by 34.31% in SAH group *t*_(5)_ = 2.590, *P* = 0.0488. *N* = 7, with *n* = 3 for SAH, *n* = 4 for Sham.

### Immune Response

Over-expression of DEGs of GO-BP suggested activation of genes related to innate and adaptive immunity (Figure 3A). In addition, IPA and GSEA (Supplementary Figures 3A,B) processes demonstrated significant activation of the complement system with activation of the genes coding for the key elements of the complement system *C1, C2, C3, C4*, and *Cfb* and complement system regulators *Cfh* and *C1-inh* (*Serping1*) (Supplementary Table 4). 

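The Gene Ontology test was not repeated here; the immune genes were compared as the lists that the paper names. Relative to control mice, whose mean is 0, the score of the MHC class II genes was 1.48 ± 0.46 (SD, n = 4) in SAH, and SAH mouse 3, at 0.79, lay apart from the other SAH mice (1.68 to 1.79). The chemokine genes had a score of 1.07 ± 0.26, the MHC class I genes of 1.01 ± 0.39, the complement genes of 0.99 ± 0.21 and the interferon response genes of 0.94 ± 0.35. The class I list follows the paper's table and so includes H2-DMb1, a class II gene by its name there. The M1-like, M0 and M2-like microglia genes followed with 0.80 ± 0.27, 0.59 ± 0.21 and 0.54 ± 0.13, and the Toll-like receptor genes with 0.46 ± 0.16. The SD among the 6 control mice was between 0.071, for the interferon response genes, and 0.38, for the MHC class II genes. In each of these 9 lists every SAH mouse lay above every control mouse (exact permutation test, p = 0.00952). From the overexpressed processes, the paper proposes that genes of innate and adaptive immunity were activated.

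**Figure D3:**
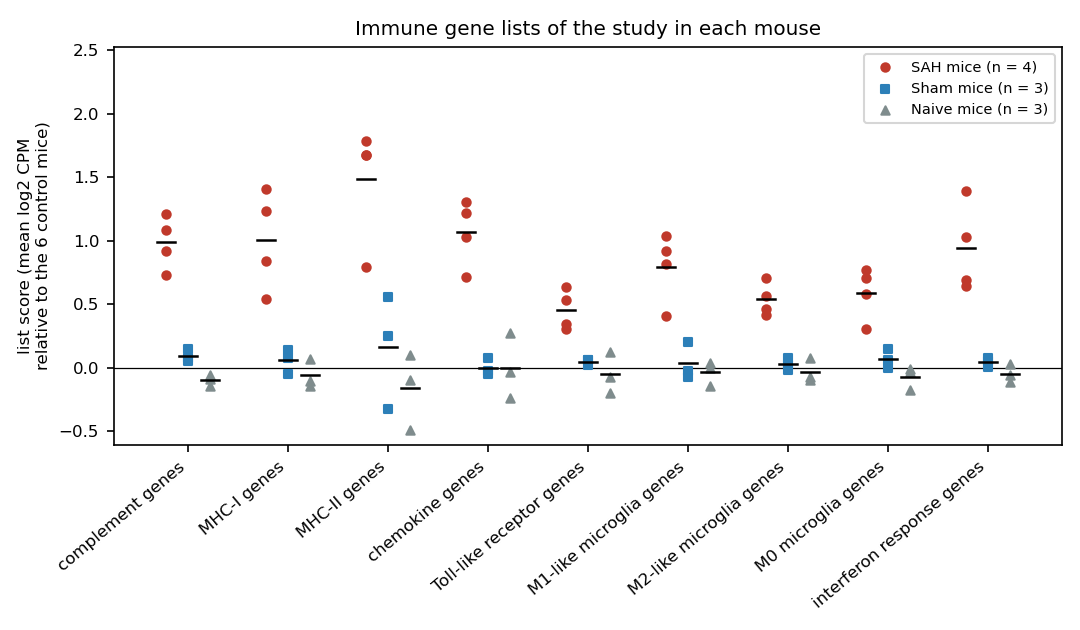
Score of each immune gene list in each mouse, in log2 units relative to the mean of the 6 control mice, with SAH mice as circles (n = 4), Sham mice as squares (n = 3) and Naive mice as triangles (n = 3). Black bars are group means, and the SAH mice lie between 0.31 and 1.79.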

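Supplementary Table 4 lists 14 complement genes, of which 13 had enough counts to be tested. Over all genes tested, 11 were higher in SAH (edgeR, adjusted p under 0.10), and 13 when adjusted over the list alone, which the study chose on these mice. C4b (chromosome 17, 34865326 to 34880842) rose from 23.5 ± 2.13 CPM (SD, n = 6) to 82.8 ± 35.7 CPM (SD, n = 4), a log2 fold change of 1.81 (standard error 0.21, adjusted p = 0.000959). Its near-identical neighbour C4a, which could share reads with it, had 14 to 39 counts per mouse and a log2 fold change of −0.22 (adjusted p = 0.62). C2 had a log2 fold change of 1.95 (standard error 0.30, adjusted p = 0.00438). C3 (chromosome 17, 57343390 to 57367559) had 4.02 ± 2.14 CPM (SD, n = 4) in SAH and 1.38 ± 0.338 CPM (SD, n = 6) in control. Its log2 fold change was 1.52 (standard error 0.29, adjusted p = 0.0135), and 1.10 without SAH mouse 3, still past the threshold. Of the genes of C1, C1qa, C1qb and C1qc had log2 fold changes of 0.52, 0.48 and 0.48 (adjusted p = 0.0117, 0.00961 and 0.01), and C1s1 had 1.09 (adjusted p = 0.0158). C1ra, at 0.79 (adjusted p = 0.0655), lost its call in 5 of the 10 fits that each left out 1 mouse, without SAH mouse 4, Naive mice 8, 9 and 10, and Sham mouse 7.

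Serping1, the gene of the C1 inhibitor (chromosome 2, 84605517 to 84615586), rose from 7.48 ± 1.22 to 16.9 ± 1.44 CPM, a log2 fold change of 1.17 (standard error 0.11, adjusted p = 0.000328). C3ar1 rose by 0.98 (adjusted p = 0.00629). C5ar1, with a log2 fold change of 1.18, was not past the threshold (adjusted p = 0.137), except without SAH mouse 1, where it was 1.34. Cfb was kept out by the filter with 10 to 23 counts in SAH mice and 0 to 6 in control mice, and without the filter its log2 fold change was 2.12 (adjusted p = 0.028). The REACTOME set Complement cascade held 9 higher DEGs among 15 genes, against 0.681 expected (adjusted p = 6.01e-07).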

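Itgam, the gene of CD11b, had 34.0 ± 4.17 CPM (SD, n = 4) in SAH and 30.1 ± 1.19 CPM (SD, n = 6) in control, a log2 fold change of 0.18 (standard error 0.069, adjusted p = 0.212 from edgeR's quasi-likelihood test). Itgax, the gene of CD11c, had 2 to 21 counts per mouse and a log2 fold change of 0.80 (standard error 0.44, adjusted p = 0.381). Itgb2, the gene of CD18, had a log2 fold change of 0.61 (standard error 0.19, adjusted p = 0.114). None of these 3 genes was past the threshold with all mice, and Itgb2 was past it without SAH mouse 1 or 2. Itga1, Itga5 and Itgb5 were past the threshold, with log2 fold changes of 0.42, 0.70 and 0.28 (adjusted p = 0.0307, 0.0481 and 0.0358). All 3 lost their call without SAH mouse 4, and Itga5 also without Naive mouse 8. Itgb1 rose by 0.13 (adjusted p = 0.14), past the threshold without Sham mouse 7. Adjusted over the list alone, all 7 genes were higher in SAH.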

Components of complement receptors CR3 (Cd11b+CD18) and CR4 (Cd11c+CD18), integrins alpha *Itga1, 5* and integrins beta *Itgb1, 2* (CD18), and *5* were also overexpressed. 

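Of the 7 genes of the membrane attack complex (Hc, which codes for C5, and C6, C7, C8a, C8b, C8g and C9), C8g alone had enough counts to be tested. Its log2 fold change was 0.30 (standard error 0.33, adjusted p = 0.678 from edgeR's quasi-likelihood test), and −0.14 without SAH mouse 3. Hc had 5 to 11 counts in SAH mice and 2 to 12 in control mice, and C7 had 4 to 10 and 4 to 11. C8b had 2 to 6 and 0 to 5 counts. C6, C8a and C9 had at most 2 counts in any mouse, so that a change in them was not detectable at this depth.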

Expression of the gene comprising “membrane attack complex” (*C5-C9*) did not change significantly.

Increased expression of genes belonging to IPA canonical pathways “*Dendritic cell maturation*” and “*Th2 pathway*” suggested activation of adaptive immunity processes (Supplementary Figure 3A). These pathways share class I major histocompatibility complex (MHCI)-related genes, *H2-D1, H2-K1*, and β*2m* (Supplementary Table 5) with the “*Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell*” REACTOME (Figures 2A,B) along with “A*ntigen presentation*: *folding, assembly*, and *peptide loading of class I MHC*” pathways (Figure 2A). 

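H2-K1 (chromosome 17, 34132957 to 34137278) rose from 15.9 ± 1.07 CPM (SD, n = 6) in control to 40.7 ± 13.4 CPM (SD, n = 4) in SAH, a log2 fold change of 1.35 (standard error 0.16, adjusted p = 0.00121 from edgeR's quasi-likelihood test). H2-D1 (chromosome 17, 35400039 to 35404442) rose from 8.14 ± 0.804 to 21.2 ± 8.13 CPM, a log2 fold change of 1.38 (standard error 0.20, adjusted p = 0.00375). B2m, the gene of β2-microglobulin (chromosome 2, 121973423 to 121978818), rose from 76.7 ± 3.49 to 137 ± 38.1 CPM, a log2 fold change of 0.84 (standard error 0.13, adjusted p = 0.00463). Class I genes form a family of close copies, and the authors' counting of uniquely aligned reads leaves uncertain how reads were divided among them. H2-Q4 and H2-T23 had log2 fold changes of 1.51 and 0.85 (adjusted p = 0.00375 and 0.00521). H2-K2, H2-DMb1 and H2-T24, at 1.07, 1.06 and 0.90, were past the threshold (adjusted p = 0.0501, 0.0481 and 0.0782). All 3 lost their call without SAH mouse 4. H2-K2 also lost it without SAH mouse 3 or Naive mouse 8, H2-DMb1 without Naive mouse 10, and H2-T24 without SAH mouse 1, Naive mouse 8 or 9, or Sham mouse 5 or 6. H2-M3, at 0.69, stood at an adjusted p of 0.101, and was past the threshold without SAH mouse 1 or 2. Of the 8 genes of Supplementary Table 5 together with B2m, which the text adds, 8 of 9 were higher over all genes tested and 9 when adjusted over the list alone. H2-DMb1, a class II gene by its name in that table, is counted among them because the table lists it. The REACTOME set for peptide loading of class I MHC held 10 higher DEGs among 24 genes (1.09 expected, adjusted p = 2.29e-06).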

Genes associated with major histocompatibility II (MHCII) *Cd74, H2-Aa, H2-Ab1*, and *H2-Eb1* were also upregulated as well as the costimulatory molecule gene *CD86* (Supplementary Table 6). 

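H2-Aa (chromosome 17, 34419696 to 34424716) had 3.02 ± 1.35 CPM (SD, n = 4) in SAH and 0.703 ± 0.234 CPM (SD, n = 6) in control, a log2 fold change of 2.09 (standard error 0.31, adjusted p = 0.00375 from edgeR's quasi-likelihood test). H2-Ab1 and H2-Eb1 rose by 2.03 and 1.52 on the log2 scale (adjusted p = 0.00629 and 0.0158). Cd74, the invariant chain (chromosome 18, 60963503 to 60972306), had 41 counts in SAH mouse 3, up to 148 in the other SAH mice and 20 to 50 in control mice, a log2 fold change of 1.72 (standard error 0.26, adjusted p = 0.0044). These 4 genes kept their call with any single mouse left out. Cd86 rose from 2.18 ± 0.395 to 3.04 ± 0.217 CPM, with every SAH mouse above every control mouse. Its log2 fold change of 0.49 was not past the threshold (standard error 0.15, adjusted p = 0.117), with an adjusted p of 0.0942 in DESeq2. All 5 genes were higher when adjusted over the list alone.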

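Ccr2, the receptor of Ccl2 and Ccl12 (chromosome 9, 124016922 to 124023879), had counts of 32, 24, 2 and 17 in SAH mice 1 to 4 and of 1 to 6 in control mice, too few for the filter. Without the filter its log2 fold change was 2.45 (adjusted p = 0.0177 from edgeR's quasi-likelihood test). SAH mouse 3, with 2 counts, lay within the control mice. Ccl12 (chromosome 11, 81915347 to 81916901) rose from 0.211 ± 0.0379 CPM (SD, n = 6) to 0.835 ± 0.466 CPM (SD, n = 4), a log2 fold change of 1.98 (standard error 0.35, adjusted p = 0.00884), and 1.51 without SAH mouse 4. Cxcl10 had 10 to 22 counts in SAH mice and 2 to 11 in control mice, with a log2 fold change of 1.36 (standard error 0.35, adjusted p = 0.0625). It could be tested in 6 of the 10 fits that each left out 1 mouse and lost its call without SAH mouse 1, Naive mouse 9 and Naive mouse 10. Ccr1 and Cxcl16 rose by 1.66 and 0.83 (adjusted p = 0.0319 and 0.0469), and Cxcl16 lost its call without SAH mouse 4 or Naive mouse 8. Cxcl12 had a log2 fold change of 0.58 (adjusted p = 0.0736), with 101 CPM in SAH mouse 4 and 52.6 to 54.2 CPM in the others. Without SAH mouse 4 it was 0.28, still past the threshold (adjusted p = 0.0468), and it lost its call without each Naive mouse and without Sham mouse 5 or 6. Adjusted over the list alone, the 5 tested genes were all higher.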

Chemokine genes involved in macrophage/monocyte recruitment *Ccl5* (4-log_2_-fold increase; Figure 4; Table 1), *Ccr2* (2.5-log_2_-fold increase; Figure 4; Table 1), and its murine ligand *Ccl12* as well as *Cxcl10* (Supplementary Table 7) were also increased. 

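Tlr13 (chromosome X, 103338614 to 103355832) had 4.34 ± 1.23 CPM (SD, n = 4) in SAH and 2.42 ± 0.509 CPM (SD, n = 6) in control, a log2 fold change of 0.83 (standard error 0.19, adjusted p = 0.0387 from edgeR's quasi-likelihood test), which was not past the threshold without SAH mouse 4. Tlr2 (chromosome 3, 83640194 to 83645530) had 1.96 ± 0.522 and 1.04 ± 0.243 CPM, a log2 fold change of 0.91 (standard error 0.23, adjusted p = 0.0528). It lost its call without SAH mouse 3, SAH mouse 4 or Naive mouse 8. Tlr8 was kept out by the filter with 5 to 12 counts in SAH mice and 1 to 6 in control mice, and without the filter its log2 fold change was 1.63 (adjusted p = 0.0619). Tlr2 and Tlr13 were the only ones past the threshold among the 10 Toll-like receptor genes tested, and 6 were when adjusted over the list alone. Tlr4 rose by 0.32 (standard error 0.19, adjusted p = 0.422), and Tlr1, Tlr3, Tlr5, Tlr6, Tlr7, Tlr9 and Tlr12 had adjusted p-values between 0.101 and 0.972.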

Toll-like receptors (*TLR*) *2* (0.91-log_2_-fold increase, *P* < 0.01), *8* (1.67-log_2_-fold increase, *P* < 0.06), and 13 (0.83-log_2_-fold increase, *P* < 0.003) did significantly increase 4 days after SAH.

Our data showed upregulation of microglial markers of M1-like pro-inflammatory phenotype, particularly microglial signature genes of phagocytotic processes *Calr, Itgb2, Cd68, Cxcl16, Scara5*, and scavenging receptor gene *Scarf1*, along with IgG Fc receptors *Fcgr2b (CD32), Fcgr4 (CD16)*, lectin *Lgals3*, and *Trem2* and its ligand *Tyrobp* (Supplementary Table 8). 

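Of the 10 tested genes that Supplementary Table 8 gives for the M1-like phenotype, 5 were higher in SAH over all genes tested (edgeR, adjusted p under 0.10) and 10 when adjusted over the list alone. Lyz2, lysozyme (chromosome 10, 116714597 to 116719328), rose from 5.01 ± 0.546 CPM (SD, n = 6) to 17.2 ± 3.38 CPM (SD, n = 4), a log2 fold change of 1.77 (standard error 0.12, adjusted p = 1.47e-05). Fcgr2b had a log2 fold change of 1.17 (standard error 0.16, adjusted p = 0.00272). Scarf1 and Cd68 had log2 fold changes of 0.92 and 0.30 (adjusted p = 0.0322 and 0.0776). Scarf1 lost its call without SAH mouse 4, and Cd68 kept it in 2 of the 10 fits that each left out 1 mouse, without SAH mouse 1 and without SAH mouse 2. Calr (chromosome 8, 87365987 to 87370830) had 417 ± 67.3 CPM in SAH and 351 ± 19.8 CPM in control, a log2 fold change of 0.25 (standard error 0.082, adjusted p = 0.132). Lgals3, at 1.00 (adjusted p = 0.101), and Scara5, at 1.14 (adjusted p = 0.137), were not past the threshold either. Calr was past it without SAH mouse 1 or 2, Lgals3 without SAH mouse 2 or 4, and Scara5 without SAH mouse 2 or Sham mouse 7. Fcgr4, with 6 to 22 counts in SAH mice and 2 to 8 in control mice, was kept out by the filter, and without it the log2 fold change was 1.83 (adjusted p = 0.037). Trem2 and Tyrobp rose by 0.35 and 0.33 (adjusted p = 0.0534 and 0.0716), each with a call in 4 of the 10 fits with 1 mouse left out. These calls were kept without SAH mouse 2, SAH mouse 3 or Sham mouse 7, and without Naive mouse 8 for Trem2 and Naive mouse 10 for Tyrobp.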

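Il13ra1 (chromosome X, 33652103 to 33711256) rose from 5.98 ± 0.594 CPM (SD, n = 6) to 8.95 ± 0.454 CPM (SD, n = 4), a log2 fold change of 0.58 (standard error 0.090, adjusted p = 0.0045 from edgeR's quasi-likelihood test). Il10rb rose by 0.45 (adjusted p = 0.0638) and kept its call in 4 of the 10 fits that each left out 1 mouse, without SAH mouse 1, 2 or 3 or Sham mouse 7. Il4ra, at 0.64 (adjusted p = 0.124), was not past the threshold with all mice and was past it without SAH mouse 2. Of the 11 M0 genes of Supplementary Table 8, 10 were higher over all genes tested and 11 when adjusted over the list alone. Siglec1 had the largest of these rises, with 10 to 34 counts in SAH mice and 1 to 12 in control mice (log2 fold change 2.02, adjusted p = 0.0211). Stab1 and Cd33 rose by 0.83 and 0.70 (adjusted p = 0.00284 and 0.0306), and Csf1r by 0.29 (adjusted p = 0.026). Cd33 and Csf1r lost their call without SAH mouse 4. Crybb1 rose by 0.50 (adjusted p = 0.089) with a call in 3 of the 10 fits, without SAH mouse 1, SAH mouse 2 or Sham mouse 5. Socs3 had 89 counts in SAH mouse 3 and 31 to 33 in the others, and its log2 fold change of 1.04 was not past the threshold (adjusted p = 0.167). It was 0.40 without SAH mouse 3, and past the threshold without SAH mouse 2.

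All 6 growth factor and remodeling genes were higher, with a list score of 0.58 ± 0.096 (SD, n = 4) in SAH and an SD of 0.10 among control mice. Mmp2 rose from 2.25 ± 0.272 to 3.40 ± 0.230 CPM, a log2 fold change of 0.59 (standard error 0.13, adjusted p = 0.0239). Pdgfd rose by 0.57 (adjusted p = 0.0661) and Igf1 by 0.26 (adjusted p = 0.0886). Igf1 kept its call in 1 of the 10 fits with 1 mouse left out, without SAH mouse 3, and Pdgfd in 4, without SAH mouse 1, SAH mouse 2, Sham mouse 5 or Sham mouse 7.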

M2-like anti-inflammatory phenotype *Il14ra, Il13ra1*, and *Il10rb* and M0-resting-state microglia along with upregulation of the growth factors supporting damage repairment and tissue remodeling *Cxcl10, Igf1, Tgfbr2, Tgfbr3, Pdgfd*, and *Mmp2* (Supplementary Table 8) were also increased.

### Upstream Regulators

IPA upstream regulator analysis (URA) showed activation of five top gene sets regulated by IFNG, IRF7, IRF3, STAT1, and CHUK (Supplementary Table 9A). Also, among significantly activated sets of genes were genes under upstream regulators TNF-α, IL1-β, TLR4, and IFNAR1. 

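Irf7 (chromosome 7, 148449082 to 148452323) rose from 1.28 ± 0.294 CPM (SD, n = 6) to 5.48 ± 2.02 CPM (SD, n = 4), a log2 fold change of 2.10 (standard error 0.24, adjusted p = 0.00084 from edgeR's quasi-likelihood test). It stayed between 1.84 and 2.29 with each mouse left out in turn, and it was past the threshold with Sham mice alone as control (adjusted p = 0.0804). Irf1 had a log2 fold change of 0.57 (standard error 0.12, adjusted p = 0.0193). Irf8, at 0.49 (standard error 0.13, adjusted p = 0.0627), lost its call in 5 of the 10 fits, without SAH mouse 4, each Naive mouse and Sham mouse 5. Usp18 and Ifit1 rose by 1.70 and 1.41 (adjusted p = 0.00629 and 0.00284), and Unc93b1 by 0.50 (adjusted p = 0.00772). Isg15, at 1.26 (adjusted p = 0.0422), was not past the threshold without SAH mouse 4. Ifih1, at 0.56 (adjusted p = 0.0722), was past it in 4 of the 10 fits, without SAH mouse 1, 2 or 3 or Sham mouse 5. SAH mouse 4 had the highest count of each of these 8 genes. Of the 10 genes of Supplementary Table 10 together with Ifih1, which the text adds, 9 were tested, and all 9 were higher, Ifi27 (0.52, adjusted p = 0.00375) included. Mx1 was kept out with 7 to 17 counts in SAH mice and 1 to 7 in control mice, and without the filter its log2 fold change was 1.70 (adjusted p = 0.0424). The REACTOME set Interferon Signaling held 25 higher DEGs among 89 genes (4.04 expected, adjusted p = 1.36e-11).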

Supporting the involvement of type I and II interferons' pathways at 4 days after SAH were the overexpression of interferon-related DEGs *Irf7, Irf1*, and *Irf8* as well as upregulation of *Ifit1, Usp18, Isg15, Ifih1*, and *Unc93b1*(Supplementary Table 10) downstream of interferon regulatory genes.

The URA also identified TGFβ1 as a potential activated upstream regulator (Supplementary Table 9A). 

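Bmp6 (chromosome 13, 38437585 to 38591597) rose from 4.34 ± 1.24 CPM (SD, n = 6) to 8.15 ± 0.650 CPM (SD, n = 4), a log2 fold change of 0.90 (standard error 0.17, adjusted p = 0.0116 from edgeR's quasi-likelihood test). Bmp5 had the same log2 fold change of 0.90 with a larger error (standard error 0.26, adjusted p = 0.0989), and kept its call in 2 of the 10 fits that each left out 1 mouse, without SAH mouse 3 and without Sham mouse 6. Bmp7 was not past the threshold (log2 fold change 0.67, standard error 0.22, adjusted p = 0.126), except without SAH mouse 3. Smad3 (chromosome 9, 63494574 to 63605801) had 99.5 ± 9.65 CPM in SAH and 81.1 ± 2.76 CPM in control, a log2 fold change of 0.29 (standard error 0.056, adjusted p = 0.0125). Smad6 rose by 0.71 (standard error 0.20, adjusted p = 0.081) with a call in 3 of the 10 fits, without SAH mouse 2, Sham mouse 5 or Sham mouse 6. Smad7 (chromosome 18, 75527019 to 75555588) was lower in every SAH mouse than in every control mouse, at 15.0 ± 1.47 against 19.6 ± 1.61 CPM, a log2 fold change of −0.38 (standard error 0.081, adjusted p = 0.0224). Its sign was the same under each scaling of the counts and with each mouse left out.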

Supporting TGFβ pathway engagement 4 days after SAH are the overexpression of bone morphogenetic proteins *Bmp5, Bmp6*, and *Bmp7* in DEGs (Supplementary Table 11), *Smad6* and *Smad7*, inhibitory Smads in the TGFβ intracellular pathway, as well as *Smad3*. Also increased in DEGs were the TGFβ receptors *Tgfbr3* and *Tgfbr2* (Supplementary Table 11).

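Tgfbr2 (chromosome 9, 115996813 to 116084481) rose from 17.1 ± 1.08 CPM (SD, n = 6) to 22.8 ± 3.73 CPM (SD, n = 4), a log2 fold change of 0.41 (standard error 0.094, adjusted p = 0.0326 from edgeR's quasi-likelihood test), and was not past the threshold without SAH mouse 4. Tgfbr3 rose by 0.51 (standard error 0.13, adjusted p = 0.0625) and lost its call in 5 of the 10 fits that each left out 1 mouse, without SAH mouse 4, each Naive mouse and Sham mouse 5. Tgfbi had a log2 fold change of 0.52 (adjusted p = 0.0674) and kept its call in 4 of the 10 fits, without SAH mouse 1, SAH mouse 2, Sham mouse 6 or Sham mouse 7. Of the 9 genes of Supplementary Table 11, 7 were higher and 1 lower over all genes tested, and 8 and 1 when adjusted over the list alone.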

### Motif Enrichment Analyses

Transcription factor binding motif prediction and enrichment analyses (AME, MEME-suite) confirmed URA identification of interferons as upstream regulators, showing enrichment of IRF7 binding motifs and enrichment of STAT1/STAT2 along with binding motif of SPIB (Spi-B Transcription Factor) (Supplementary Figure 4A).

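The motif library of AME was not used here. Instead, short consensus sequences were searched on both strands of the 500 bases upstream of the transcription start site in mm9, in the promoters of the 470 DEGs higher in SAH and of 500 randomly sampled tested genes with an adjusted p of 0.10 or more. GAAANNGAAA, the core of the interferon-stimulated response element that IRF proteins bind, was found in 58 of the higher DEGs (12.3%) and in 28 control promoters (5.6%). The odds ratio was 2.37 (2-sided Fisher's exact test, p = 0.000263; adjusted p = 0.00158 over the 6 motifs tested). TTCNNNGAA, the site of STAT proteins, was found in 14.7% and 12.4% (odds ratio 1.22, adjusted p = 0.303), and GAGGAAGT, a site of SPIB, in 5.32% and 3.4% (odds ratio 1.6, adjusted p = 0.236). Neither difference was past the threshold. Without SAH mouse 3 the STAT site was past it (odds ratio 1.46, adjusted p = 0.0842), without Sham mouse 5 its odds ratio was 0.963, and without Naive mouse 9 that of SPIB was 0.878. Against all unchanged genes SPIB was past it (odds ratio 1.48, adjusted p = 0.0969), as was the IRF site (odds ratio 2.31, Fisher's exact test, adjusted p = 8.51e-07). The odds ratio of the IRF site lay between 2.01 and 3.44 with each mouse left out in turn, past the threshold each time. With 500 control genes matched on promoter GC content its odds ratio was 1.81 (adjusted p = 0.0532), and with the higher DEGs of DESeq2 it was 1.57 and not past the threshold (adjusted p = 0.115). That last comparison drew its own control promoters, of which 7.8% held the site, against 5.6% in the main draw.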

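The consensus GGGGCGG, a GC box that SP1 binds, was found in 160 of the 470 promoters of DEGs higher in SAH (34.0%) and in 217 of the 500 control promoters (43.4%), an odds ratio of 0.673 (2-sided Fisher's exact test, adjusted p = 0.00907 over 6 motifs). The higher DEGs had less G and C in these 500 bases than the control genes, 52.7% against 56.1%. With control genes matched on GC content, the share was 39.8% in control promoters and the difference was not past the threshold (odds ratio 0.781, adjusted p = 0.212). GGGTGTGG, a site of Krüppel-like factors, was found in 7.45% and 5.6% (odds ratio 1.36, adjusted p = 0.303), and TGASTCA, the AP-1 site of FOSL1, in 8.94% and 6.0% (odds ratio 1.54, adjusted p = 0.174). SP1 was also not past the threshold with the higher DEGs of DESeq2 (odds ratio 0.789, adjusted p = 0.115) or without SAH mouse 1 (odds ratio 0.864). Against all unchanged genes, KLF (odds ratio 1.4, adjusted p = 0.0954) and FOSL1 (odds ratio 1.52, adjusted p = 0.0292) were past it. Each fit without a mouse drew its own control promoters, whose share with the KLF site ran from 3.0% without Sham mouse 6 to 6.6% without SAH mouse 4. The odds ratio of the KLF site was 0.805 without SAH mouse 4, and past the threshold at 2.07, 2.06, 2.43 and 2.81 without SAH mouse 3, Naive mouse 10, Sham mouse 5 and Sham mouse 6. That of FOSL1 was 0.922 without SAH mouse 1 and past the threshold at 1.65 without SAH mouse 2 and at 1.66 over 1000 bases. The position of a motif within the promoter was not analysed here.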

Analysis of enriched motifs independently of their location within the promoter (CENTRIMO, MEME-suite) suggested enrichment of binding sites for the moderately expressed Krüppel-like factor 3 (KLF3) and SP1 transcription factors (Supplementary Figures 3B,C).

## Discussion

In the present study, we observed overexpression of genes related to an immune/neuroinflammatory response in the mouse hippocampus 4 days after SAH. Functional and master regulator's analysis evidenced for an overexpression of genes related to *an innate and adaptive immune response* with possible involvement of blood-resident cells as well as parenchymal reorganization in the hippocampus at 4 days.

These observations are in line with what has been described in the pathophysiology of stroke as a biphasic mechanism, which has become clear over the years of research (9, 59), with the damaged brain exhibiting an initial detrimental response following the acute injury, and regenerative processes during the recovery phase. However, the present study shed light on the leading pathways and specific gene expression occurring in the hippocampus remotely from the site of the infarct, the entorhinal cortex. We discuss further potential use of this newly found druggable targets and potential drug repurposing.

There are some limitations of the study. First is the limited number of animals, which may affect to some degree the significance of the gene expression changes. 

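At stricter thresholds on the same edgeR test, 277 genes were higher and 92 lower in SAH than in control at an adjusted p under 0.05, and 100 were higher and 33 lower at an adjusted p under 0.01. Of the 98 genes that the paper gives with a log2 fold change in its tables or text, 75 were past the adjusted p of 0.10, 15 were tested and not past it, and 8 were kept out by the filter on low counts. With DESeq2, 96 of the 98 were past it.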

We used cutoff for DEGs of 0.1, which left out a large number of genes demonstrating sizable increase in expression. Second, the only time point, 4 days, chosen because this is the point when SAH-induced delayed cerebral ischemia (DCI) starts to occur (23, 24). These events have not been well characterized and need further investigations. Additional time points, e.g., 24 h and 30 days, would be useful to understand the dynamics of ongoing processes.

Specifically, we unveiled involvement of the complement in SAH 4 days after the infarct. Genes related to the classical and alternative pathways of the complement system (60) were significantly overexpressed (Supplementary Table 4). These observations are in line with a growing body of evidence demonstrating the importance of the complement activation in neuroinflammation, synaptic pruning, crucial for the establishment of healthy neuronal connections, in neural development and aging (60). Opsonized elements undergo phagocytosis, as reflected in the increased expression of endoplasmic reticulum phagosome pathway and overexpression of signature genes of phagocytosis *Calr, Itgb2, Cd68, Cxcl16*, and *Scara5* (61), currently found in this study. C1 binding initiates classic pathway of complement system activation leading to generation of complement-related opsonins. However, we did not observe increase in lectin pathway genes, nor did we find significant change in the “membrane attack complex,” excluding the complement role in the cell death at least 4 days post-injury. 

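Of the 8 lectin pathway genes looked up, Masp1, Masp2 and Colec11 had enough counts to be tested, and none was past the threshold, over all genes or at an unadjusted p under 0.05. Masp1 had a log2 fold change of −0.17 (standard error 0.11, adjusted p = 0.447 from edgeR's quasi-likelihood test), Masp2 of −0.16 (standard error 0.38, adjusted p = 0.859) and Colec11 of 0.13 (standard error 0.31, adjusted p = 0.856). The score of the 3 genes was −0.041 ± 0.23 (SD, n = 4) in SAH with an SD of 0.31 among control mice, a difference within the spread (exact permutation test, p = 0.771). Its sign turned positive without Naive mouse 8 (0.029) and without SAH mouse 4 (0.07). Mbl1, Mbl2, Fcna, Fcnb and Colec10 were kept out by the filter on low counts.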

Complement-targeted drugs benefit from intense investigation for neurological diseases and could be potentially used for SAH patients' survivors (62, 63).

We detected overexpression of genes related to monocytes-derived macrophages infiltrating the brain parenchyma following CNS injury and acquiring macrophages phenotype (64). *CCL5* was the highest upregulated gene in this study. CSF levels of its coded protein, chemokine C-C motif ligand 5, was identified as possible predictor of SAH outcome severity (65). CCL5 can be synthesized by astrocytes, microglia, and oligodendrocytes and often associated with major fiber tracts (66). CCL5 attracts T-cells and monocytes/macrophages (67). *CCR2* was also among the top upregulated genes (Table 1; Figure 4). Monocytes with a high expression of CCR2 are reported to enter the brain after transection of the perforant pathway, while lack of CCR2 prevented the entry of macrophages and T cells into the brain parenchyma (68). We also showed an increase in MHCII related genes, which is known to be involved in the crosstalk between microglia/macrophages and T cells (69). Invasion of the brain parenchyma of blood-resident cells has been extensively shown in stroke (70), but little to no evidence was shown after SAH. Our results indicate that immuno-therapy targeting myeloid cells could be employed in the treatment of SAH (71).

We observed a decrease of genes expression related to axons, myelin, and myelin formation as well as decrease in oligodendrocytes-related genes, which suggest a demyelinating process (Figure 3C; Supplementary Table 3). This process could be mediated by increased expression of *Bmp* and semaphorin genes, which are known to suppress myelination and oligodendrocyte differentiation (72). It was also reported that *Lcn2*, our second top overexpressed gene preferentially localized to the white matter, is activated after SAH and plays an important role in damaging oligodendrocytes (73). 

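The semaphorin family went both ways. Of 20 semaphorin genes, all tested, 2 were higher and 2 lower in SAH over all genes (edgeR, adjusted p under 0.10), and 4 were higher and 5 lower when adjusted over the list alone. The 4 genes past the threshold are named here because they were, after their values were seen. Sema3g (chromosome 14, 32031059 to 32042697) and Sema3b (chromosome 9, 107500005 to 107511572) had log2 fold changes of 0.98 (standard error 0.24, adjusted p = 0.0469) and 0.88 (standard error 0.22, adjusted p = 0.0526). Sema6a (chromosome 18, 47404908 to 47528522) and Sema4d (chromosome 13, 51796617 to 51889116) had −0.55 (standard error 0.11, adjusted p = 0.0189) and −0.27 (standard error 0.059, adjusted p = 0.0271). The score of the family was 0.051 ± 0.022 (SD, n = 4) in SAH against an SD of 0.034 among control mice (exact permutation test, p = 0.019). With the median over the genes in place of the mean, the difference was −0.015.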

Silencing or blocking *Lcn2* could protect oligodendrocytes viability and engage in a faster remyelination process (74).

The gene expression profile of microglia-related genes presented here is comparable to demyelination/remyelination processes at the end of 6 weeks in cuprizone multiple sclerosis model (61) with M1, M2, and M0 signature genes (Supplementary Table 8). Myelin clearance following axonal damage is crucial as the presence of myelin debris inhibits the processes of regeneration and repair (75). Expression of *TREM2* and its ligand *Tyrobp* were significantly increased in the present study. TREM2 has been shown to play a significant role in Alzheimer's disease (76). 

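Fcgr3, the gene of an IgG receptor (chromosome 1, 172981300 to 172989534), rose from 10.2 ± 0.988 CPM (SD, n = 6) to 17.6 ± 4.63 CPM (SD, n = 4), a log2 fold change of 0.78 (standard error 0.14, adjusted p = 0.00961 from edgeR's quasi-likelihood test). Lamp2, a lysosomal membrane protein gene (chromosome X, 35754534 to 35809637), rose from 83.4 ± 4.48 to 95.8 ± 5.58 CPM, a log2 fold change of 0.20 (standard error 0.050, adjusted p = 0.0528). It was not past the threshold without SAH mouse 4, Naive mouse 8, Naive mouse 9 or Sham mouse 6. Adjusted over the 4 genes of Supplementary Table 12 alone, all 4 were higher, and 3 were over all genes tested.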

TREM2 microglial receptor is critical for efficient removal of myelin debris after cuprizone-triggered demyelination (77), and other genes related to phagocytosis, such as *Fc*γ*R3, CD68*, and *Lamp2*, were also significantly overexpressed (Supplementary Table 12) (78). Modulation of TREM-2 could accelerate myelin debris clearance and promotes repair (79, 80).

Mutually promoting relations between vessels and axon growth are known (81): blood vessels guide developing axons by secretory factors (82) and form a migratory scaffold for neuroblast in post-stroke area (83). Pleiotropic TGFβ/BMP pathways, identified by URA, can exert a dual pro- and anti-inflammatory action on the CNS (84) and may participate in the regenerative processes such as scar formation and angiogenesis (85). Our functional analysis detected an overrepresentation of the GSEA pathways “*Epithelial_Mesenchymal_Transition*” and “*Angiogenesis*” pathways (Supplementary Figure 3B), as well as GO-BP terms “*angiogenesis*” and “*extracellular matrix and structure organization*” (Figure 3A). These data suggest that the relation between EC-OPCs and role of TGFβ superfamily deserves more investigation after SAH.

IPA URA and findings of the enrichment of DNA binding motif suggested activation of interferon-pathway related genes (Supplementary Table 9A). These results were supported by the GSEA analysis that detected an enrichment in the “*interferon-*γ *response*” and “*interferon-*α *response*” gene-sets (Supplementary Figure 3B). It is known that activation of TLRs regulates immune response through MyD88 or TRIF pathways and leads to activation of interferon regulated transcription factors (IRF) (86). *TLR* 2, 8, and 13 were among overexpressed DEGs, which serve as a pattern recognition receptor and co-regulate antigen processing and presentation (87). TLR 2, located on the cell surface, preferentially binds lipid-containing damage associated molecular patterns (DAMP) and shares intracellular pathways with TLR4. TLR8 and TLR13 are intracellular receptors located in the endosomes and are specific for double-stranded and single-stranded nucleic acid detection (87). In our study, *Irf7, Irf1*, and *Irf8* were significantly overexpressed along with activation of 35 out of 36 genes comprising IRF3 regulated group, including overexpression of interferon-α inducible protein 27 gene (*Ifi27l2a*) (Figure 1). *Irf7* increased by 2.1-log_2_-fold in our DEGs, and our common motif analysis demonstrated its significant presence among our set of DEGs. Irf7 is regulated in a cell-type-dependent manner and is required for a maximal type I IFN-α gene response (88). Irf8 was shown to be an important factor during the recovery phase following spinal cord injury (89). Type I IFN-α and II (IFN-γ) gene responses have been repeatedly shown to be important for brain repair and maintenance (90). IFN-γ is a critical regulator of blood cell entry in the brain at the choroid plexus entry point (90).

Our motif enrichment analysis supported the involvement of adaptive immunity cells and the regeneration process with SPIB (Spi-B Transcription Factor), which plays a critical role in regulation of dendritic cell and B cell development and antigenic stimulation (91). Also enriched was binding motif of FOXO3, which participates in controlling of expression of autophagy related genes (92). KLF3 is a known regulator of B cells (93), and SP1 plays a role in regeneration gene expression (40).

The present transcriptome analysis of the processes in the hippocampal tissue 4 days after SAH suggests the development of an inflammation in the hippocampus remote from the entorhinal cortex. Data suggest that direct application of blood to the brain surface damages neurons of the entorhinal cortex, leading to the damage of the perforant pathway, main projections to the hippocampus (14, 15), and to the hippocampus itself (16–18). This initial event would lead to the gene expression we described and expression of the specific genes involved. Further experimental explorations of the results highlighted here will allow identification of new therapeutic targets to alleviate long-term consequences of SAH.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/ (GSE167110); https://github.com/abcwcm/Regnier-Golanov2021 (Regnier-Golanov2021).

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Houston Methodist Research Institute, Houston, TX.

## Author Contributions

AR-G and EG conceived and designed experiments, acquired, analyzed, interpreted data, and wrote the manuscript. MH, FD, PZ, DB, and LP analyzed and interpreted data and edited the manuscript. EL interpreted data and drafted and critically revised the manuscript. GB conceived the experiments, analyzed data, and drafted and critically revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Hippocampal Transcriptome Changes After Subarachnoid Hemorrhage in Mice
**Source:** Front Neurol. 2021 Jul 20;12:691631. doi: 10.3389/fneur.2021.691631
**Supplement:** Supplementary file 1

## *Supplementary Material*

### 1 Supplementary Figures and Tables

| Gene ID         | Forward                | Reverse                 |
|-----------------|------------------------|-------------------------|
| <i>Pgk1</i>     | ATGCTTTTGGGACTGCACAC   | AACTTTAGCGCCTCCCAAGA    |
| <i>Gfap</i>     | ACTCAATACGAGGCAGTGGC   | CTCTAGGGACTCGTTCGTGC    |
| <i>Ccl5</i>     | GACAGCACATGCATCTCCCA   | GTGTCCGAGCCATATGGTGA    |
| <i>H2-Aa</i>    | CCAGCTACCAATGAGGCTCC   | CGTCTGCGACTGACTTGCTA    |
| <i>Lcn2</i>     | CCACCACGGACTACAACCAG   | TCCTTG GTTCTTCCATACAGGG |
| <i>Ccr2</i>     | AAGGAGCCATACCTGTAAATGC | GCCGTGGATGAACTGAGGTAA   |
| <i>Oas2</i>     | TGAAGACCGTCAAGGGAGGA   | TCGTA ACTCTCCAGCGAGGA   |
| <i>Ifi2712a</i> | CACTCCAATCAGCAGGGGTCC  | CAGTGAGGGTTCTGAAGGTGC   |
| <i>Ly9</i>      | ATTCTCGCCGTAAGCCCAAA   | GGGCTTCTCCAGTCTCTTG TAG |
| <i>Lox</i>      | ACTGCACACACACAGGGATT   | TGTAGCGAATGTCACAGCGT    |
| <i>Irf7</i>     | CAATGGCTGAAGTGAGGGGG   | TCCAGATCCCTACGACCGAA    |

**Supplementary Table 1:** Primers used for Rt-qPCR overexpression validation

| Day          | Group (mean±SD) |               |              | Between groups                    |
|--------------|-----------------|---------------|--------------|-----------------------------------|
|              | Naïve<br>(n=3)  | Sham<br>(n=3) | SAH<br>(n=4) | Kruskal-Wallis-test               |
| Preoperative | 17±0            | 17.66±0.57    | 17.25±0.5    | H <sub>(3)</sub> =2.929, p=0.400  |
| 24h          | 17.33±0.57      | 14.67±3.21    | 15.75±1.89   | H <sub>(3)</sub> =3.581, p=0.1976 |
| 48h          | 17.33±0.57      | 15.67±1.53    | 16.5±11.29   | H <sub>(3)</sub> =3.613, p=0.1581 |
| 72h          | 17.67±0.57      | 16.33±0.57    | 16.75±0.95   | H <sub>(3)</sub> =3.653, p=0.1971 |
| 96h          | 17.33±0.57      | 16.33±0.57    | 17.25±0.5    | H <sub>(3)</sub> =4.313, p=0.1857 |

**Supplementary Table 2:** Garcia score. N=10 with n=4 for SAH, n=3 for Sham, n=3 for Naïve.

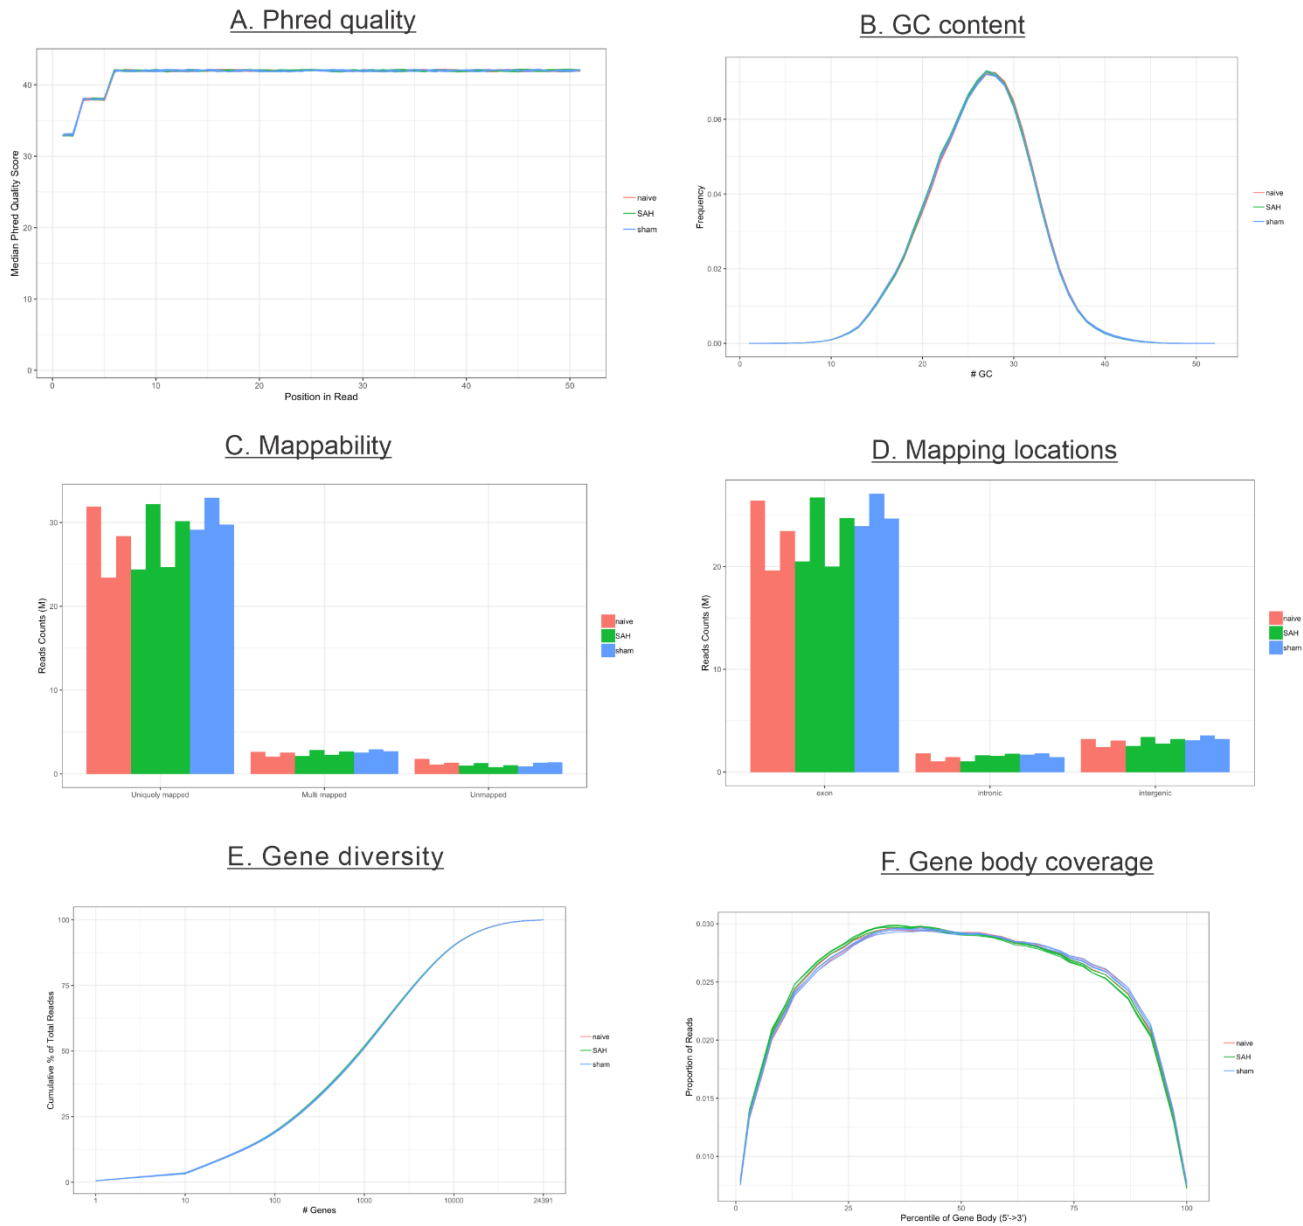

**Supplementary Figure 1** QC plots from FastQC and QoRts of our 10 samples, each consisting of 4 or 3 biological replicates of 3 conditions (SAH: n=4; Sham: n=3; Naïve: n=3). Colors apply to biological groups (**A**) All reads in the 10 samples reached a maximum Phred score of 40 after the 6<sup>th</sup> nucleotide, corresponding to a 99% accuracy in the base identification (**B**) The GC content of all reads displays a normal distribution over all sequences as in normal random libraries (**C**) Our RNA sequencing achieved a minimum depth of 20-30million reads per sample uniquely mapped to the genome matching Encode guidelines (**D**) Our sequences mRNAs have little to no reads mapping the intronic or intergenic regions (**E**) The cumulative gene diversity shows our sequencing complexity

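The 10 genes with the most counts held 3.23 ± 0.0693% (SD, n = 4) of the counts in SAH mice and 3.38 ± 0.12% (SD, n = 6) in control mice, a difference of −0.147 percentage points (exact permutation test, p = 0.0476). It was −0.182 without Sham mouse 5 (exact permutation test, p = 0.0159) and −0.129 without SAH mouse 2 (exact permutation test, p = 0.119). The p was also above 0.05 without SAH mouse 4, any 1 of the Naive mice, Sham mouse 6 or Sham mouse 7. The 100 genes with the most counts held 15.6% in both groups (exact permutation test, p = 0.991). Camk2a had the most counts of all genes, 0.5033% to 0.6002% of each library.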

with 100% of the reads representing 24391 genes, with no indication that a small subset of genes is over-represented in any replicate (**F**). The gene-body coverage profile for each replicate shows relatively uniform coverage across quantiles of all gene's lengths, from 5' to 3'

## B. Heatmap of log-CPM values for DEGs

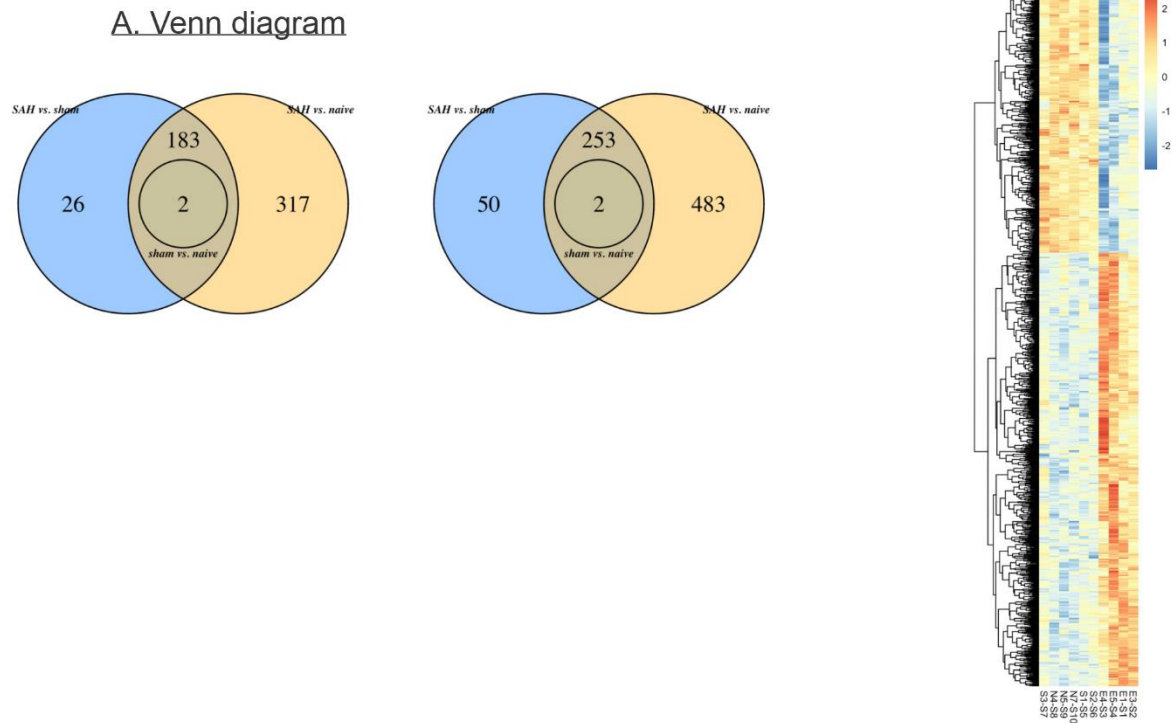

**Supplementary Figure 2** (A) Venn diagram of the Wald test showing the overlap between the 3 pairwise comparisons, and that only 2 genes differ between Sham and Naïve for FDR<0.10 (B) Heatmap of the 1040 differentially expressed genes (FDR<0.1) indicated as log2 counts-per-million and scaled by row. E-SAH, S-Sham, N-Naïve. N=10 with n=4 for SAH, n=3 for Sham, n=3 for Naïve.

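In a fit of the 3 groups together, 80 genes were higher and 29 lower in SAH than in Sham mice, and 307 were higher and 146 lower in SAH than in Naive mice (edgeR, adjusted p under 0.10). Slc13a4, a sulfate transporter gene, was the only gene past the threshold between Sham and Naive mice, higher in Sham, while 305 genes had an unadjusted p under 0.05. Its call was lost without SAH mouse 1 or 4, Naive mouse 8 or 9, or Sham mouse 5 or 7. The comparisons with Sham and with Naive shared 103 DEGs, all in the same direction. The numbers depended on single mice. For SAH against Sham, each of the 10 mice left out moved them by more than 1.5 times, from 6 higher and 0 lower without Sham mouse 6 to 166 higher and 49 lower without SAH mouse 3. For SAH against Naive, they ran from 87 higher and 22 lower without Naive mouse 8 to 443 higher and 240 lower without SAH mouse 2. Fitted on the 7 mice of each pair alone, SAH against Sham gave 12 DEGs and SAH against Naive 282, with 11 shared.

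Both comparisons use the same SAH mice, so they resemble each other without any effect. Across the tested genes, which are not independent replicates, their log2 fold changes had a Pearson correlation of 0.806 and the same sign in 79.0% of genes. In 30 simulations with all 10 mice drawn from the control means, the correlation had a median of 0.429 (0.395 to 0.449), the share of genes with the same sign a median of 64.2%, and at most 1 DEG was shared. The simulated genes vary independently of each other, so these ranges are narrower than those of real mice.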

## A. IPA CANONICAL PATHWAYS

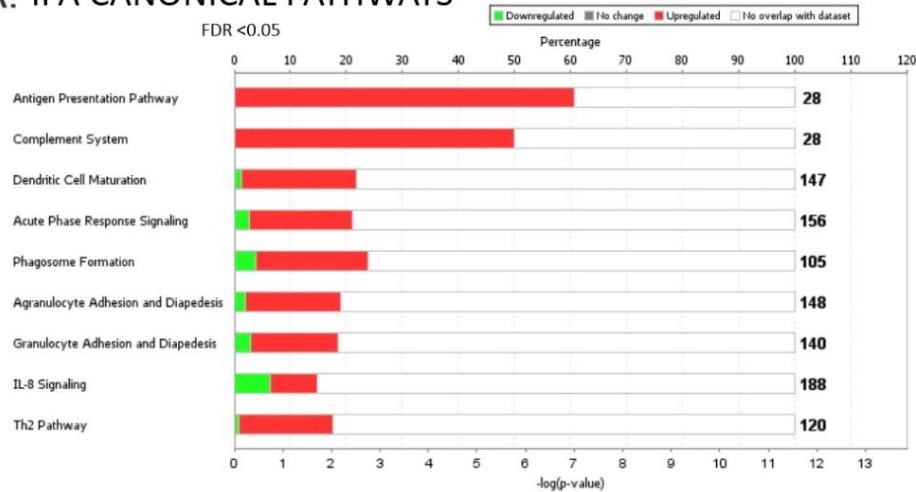

## B. GSEA HALLMARK

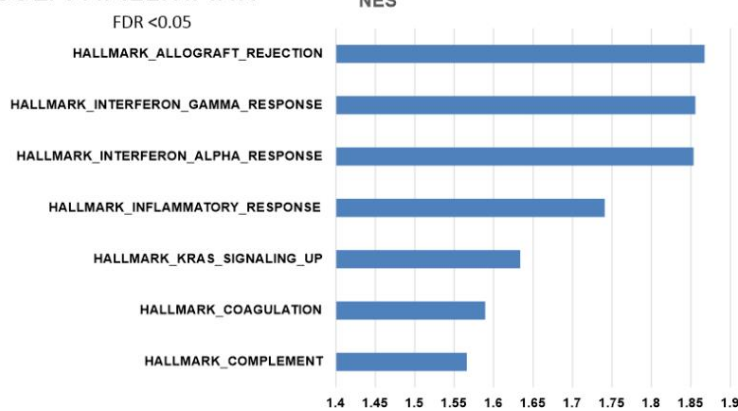

**Supplementary Figure 3** (A) Canonical pathways identified by Ingenuity Pathway Analysis (IPA) of DEGs 4-days after SAH. Bar plots of the top 10 canonical IPA pathways. Bars represent percentage of DEGs present in canonical IPA with red being the up-regulated genes and green the down-regulated genes in each pathway significantly changed (B) GSEA\_Hallmark MsigDB analysis of post-SAH overexpressed DEGs. Bar plots from gene set enrichment analysis with the highest Normalized Enrichment Score (NES)

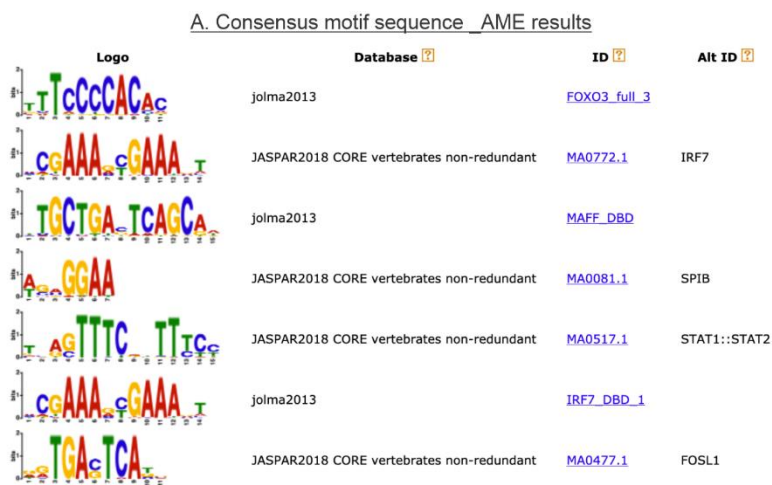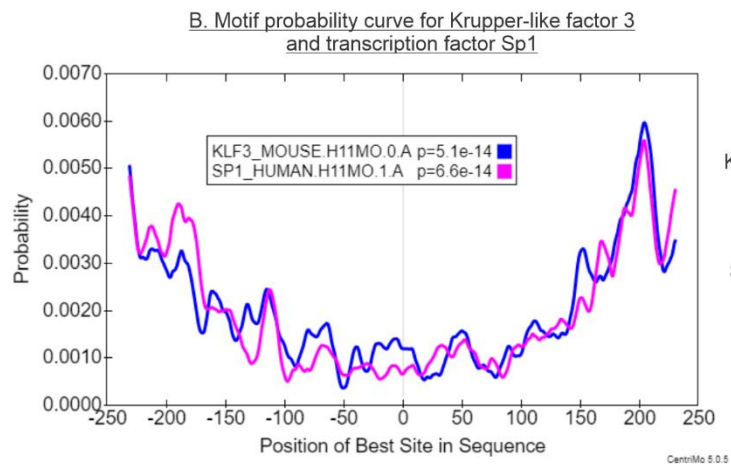

C. Consensus motif sequences of Krupper-like factor 3 and transcription factor Sp1

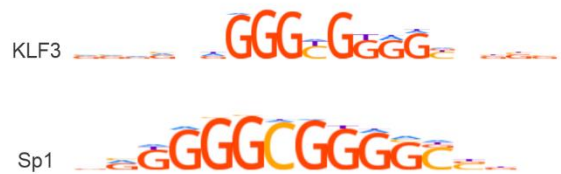

**Supplementary Figure 4** Identification of common DNA motifs significantly present in DEG set

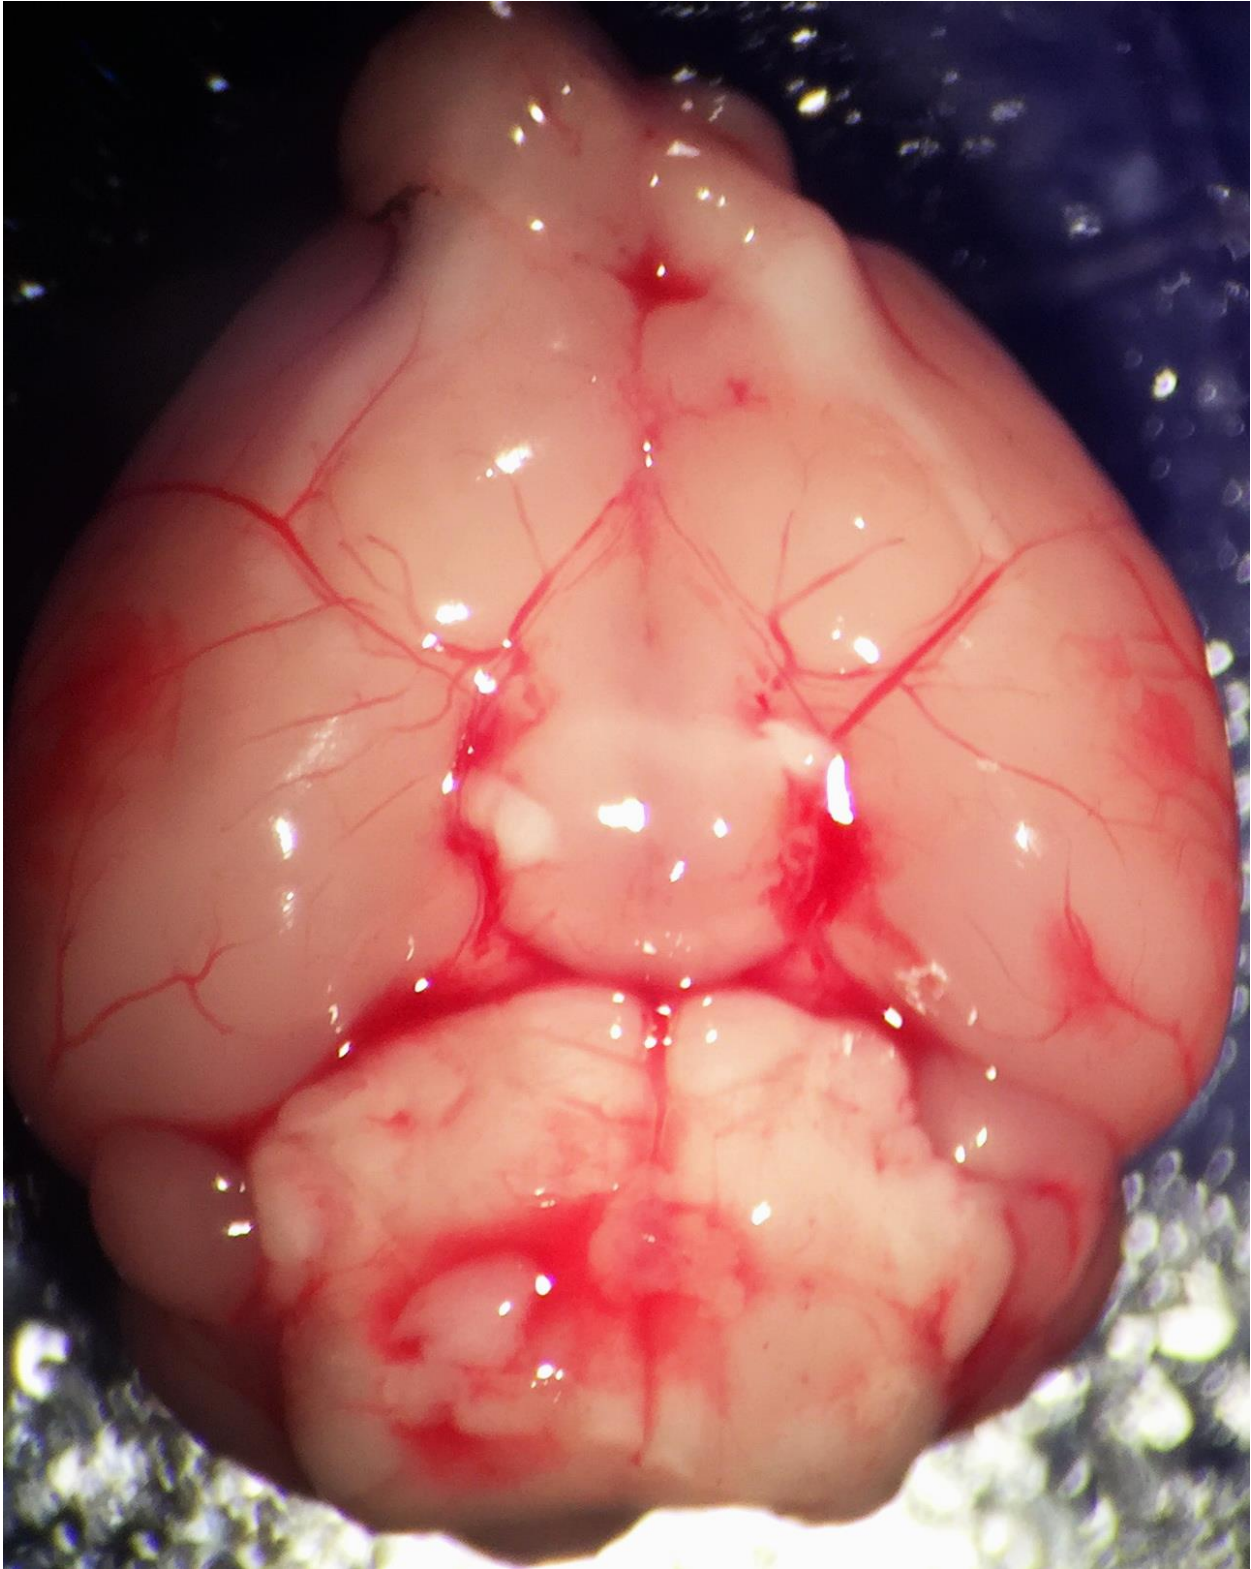

**Supplementary Figure 5** Photograph of the brain ventral view of a representative SAH animal 4-days after the surgery in the present study

| Gene symbol           | Gene name                                       | Log2 (Fold change) | <i>p</i> adj value     |
|-----------------------|-------------------------------------------------|--------------------|------------------------|
| <b><i>Mog</i></b>     | Myelin basic protein                            | -0.72              | 2.38 10 <sup>-8</sup>  |
| <b><i>Mag</i></b>     | Myelin-associated glycoprotein                  | -0.67              | 3.47 10 <sup>-10</sup> |
| <b><i>Mbp</i></b>     | Myelin basic protein                            | -0.59              | 2.38 10 <sup>-8</sup>  |
| <b><i>Plp1</i></b>    | Myelin proteolipid protein                      | -0.55              | 4.76 10 <sup>-6</sup>  |
| <b><i>Mal</i></b>     | Myelin and lymphocyte protein                   | -0.52              | 9.86 10 <sup>-7</sup>  |
| <b><i>Nkx6.2</i></b>  | NK6 homeobox 2                                  | -0.52              | 0.005                  |
| <b><i>Mobp</i></b>    | Myelin-associated oligodendrocyte basic protein | -0.5               | 0.0001                 |
| <b><i>Plp</i></b>     | Plasmolipin                                     | -0.46              | 0.0007                 |
| <b><i>Sox10</i></b>   | Transcription factor Sox-10                     | -0.4               | 0.06                   |
| <b><i>Sox8</i></b>    | Transcription factor Sox-8                      | -0.27              | 0.07                   |
| <b><i>Olig1</i></b>   | Oligodendrocyte transcription factor            | -0.183             | 0.09                   |
| <b><i>Cntnap1</i></b> | Contactin-associated protein 1                  | -0.124             | 0.06                   |

**Supplementary Table 3** Expression changes of oligodendrocytes-related genes in mouse hippocampus 4 days following SAH

| Gene symbol            | Gene name                                | Fold change | <i>p</i> adj value     |
|------------------------|------------------------------------------|-------------|------------------------|
| <b><i>Cfb</i></b>      | Complement factor B                      | 2.17        | $7.04 \times 10^{-3}$  |
| <b><i>C2</i></b>       | Complement C2                            | 1.97        | $6.21 \times 10^{-7}$  |
| <b><i>C4</i></b>       | Complement C4                            | 1.81        | $8.29 \times 10^{-9}$  |
| <b><i>C3</i></b>       | Complement C3                            | 1.53        | $5.49 \times 10^{-5}$  |
| <b><i>C5ar1</i></b>    | C5a anaphylatoxin chemotactic receptor 1 | 1.19        | $9.00 \times 10^{-2}$  |
| <b><i>Serping1</i></b> | Plasma protease C1 inhibitor             | 1.17        | $1.52 \times 10^{-19}$ |
| <b><i>C1s</i></b>      | Complement C1s                           | 1.09        | $2.77 \times 10^{-3}$  |
| <b><i>C3ar1</i></b>    | C3a anaphylatoxin chemotactic receptor 1 | 0.98        | $2.29 \times 10^{-5}$  |
| <b><i>Cfh</i></b>      | Complement factor H                      | 0.81        | $3.57 \times 10^{-8}$  |
| <b><i>C1r</i></b>      | Complement C1r                           | 0.79        | $2.37 \times 10^{-2}$  |
| <b><i>Itgb2</i></b>    | Integrin subunit beta 2                  | 0.62        | $3.73 \times 10^{-2}$  |
| <b><i>C1qa</i></b>     | Complement C1q subcomponent subunit A    | 0.52        | $5.42 \times 10^{-5}$  |
| <b><i>C1qb</i></b>     | Complement C1q subcomponent subunit B    | 0.48        | $3.23 \times 10^{-5}$  |
| <b><i>C1qc</i></b>     | Complement C1q subcomponent subunit C    | 0.47        | $4.15 \times 10^{-5}$  |

**Supplementary Table 4** Expression changes of complement system related genes in mouse hippocampus 4 days following SAH

| Gene symbol           | Gene name                                                | Log2 (Fold change) | <i>P adj</i> value    |
|-----------------------|----------------------------------------------------------|--------------------|-----------------------|
| <b><i>H2-Q4</i></b>   | Histocompatibility 2, Q region locus 4                   | 1.52               | 1.17 10 <sup>-7</sup> |
| <b><i>H2-D1</i></b>   | H-2 class I histocompatibility antigen, D-P alpha chain  | 1.38               | 4.91 10 <sup>-6</sup> |
| <b><i>H2-K1</i></b>   | H-2 class I histocompatibility antigen, A-K alpha chain  | 1.35               | 1.94 10 <sup>-8</sup> |
| <b><i>H2-K2</i></b>   | H-2 class II histocompatibility antigen, K-B alpha chain | 1.07               | 0.02                  |
| <b><i>H2-DMb1</i></b> | Class II histocompatibility antigen, M beta 1 chain      | 1.06               | 0.02                  |
| <b><i>H2-T24</i></b>  | Histocompatibility 2, T region locus 24                  | 0.90               | 0.02                  |
| <b><i>H2-T23</i></b>  | H-2 class I histocompatibility antigen, D-37 alpha chain | 0.84               | 2.69 10 <sup>-6</sup> |
| <b><i>H2-M3</i></b>   | Histocompatibility 2, M region locus 3                   | 0.69               | 0.06                  |

**Supplemental Table 5** Expression changes of MHC-I related genes in mouse hippocampus 4 days following SAH.

| Gene symbol          | Gene name                                                | Log2 (Fold change) | <i>P adj</i> value   |
|----------------------|----------------------------------------------------------|--------------------|----------------------|
| <b><i>H2-Aa</i></b>  | H-2 class II histocompatibility antigen, A-K alpha chain | 2.09               | $2.38 \cdot 10^{-7}$ |
| <b><i>H2-Ab1</i></b> | H-2 class II histocompatibility antigen, A-D beta chain  | 2.03               | $1.2 \cdot 10^{-5}$  |
| <b><i>H2-Eb1</i></b> | H-2 class II histocompatibility antigen, E-B beta chain  | 1.53               | 0.0003               |

**Supplemental Table 6** Expression changes of MHC-II related genes in mouse hippocampus 4 days following SAH

| Gene symbol   | Gene name                     | Log2 (Fold change) | <i>p</i> adj value |
|---------------|-------------------------------|--------------------|--------------------|
| <i>Ccl12</i>  | C-C motif chemokine 12        | 1.99               | 0.0009             |
| <i>Ccr1</i>   | C-C chemokine receptor type 1 | 1.68               | 0.01               |
| <i>Cxcl10</i> | C-X-C motif chemokine 10      | 1.39               | 0.045              |
| <i>Cxcl16</i> | C-X-C motif chemokine 16      | 0.83               | 0.02               |
| <i>Cxcl12</i> | C-X-C motif chemokine 12      | 0.57               | 0.07               |

**Supplementary Table 7** Expression changes of chemokines-related genes in mouse hippocampus 4 days following SAH (Trettel et al., 2019)

| Gene symbol                        | Gene name                                               | Log2<br>(Fold<br>change) | <i>p</i> adj value     |
|------------------------------------|---------------------------------------------------------|--------------------------|------------------------|
| <b><u>M1-proinflammatory</u></b>   |                                                         |                          |                        |
| <i>Fcgr4</i>                       | Low affinity immunoglobulin gamma Fc region receptor IV | 1.87                     | 0.01                   |
| <i>Lyz2</i>                        | Lysozyme C-2                                            | 1.77                     | 3.09 10 <sup>-36</sup> |
| <i>Fcgr2b</i>                      | Fc fragment of IgG receptor IIb                         | 1.17                     | 2.39 10 <sup>-8</sup>  |
| <i>Scara5</i>                      | Scavenger receptor class A member 5                     | 1.15                     | 0.07                   |
| <i>Lgals3</i>                      | Galectin-3                                              | 1.02                     | 0.03                   |
| <i>Scarf1</i>                      | Scavenger receptor class F member 1                     | 0.92                     | 0.01                   |
| <i>Cxcl16</i>                      | C-X-C motif chemokine 16                                | 0.83                     | 0.02                   |
| <i>Itgb2</i>                       | Integrin-beta 2                                         | 0.61                     | 0.03                   |
| <i>Cd86</i>                        | T-lymphocyte activation antigen CD86                    | 0.48                     | 0.09                   |
| <i>Cd68</i>                        | Macrosialin                                             | 0.29                     | 0.03                   |
| <i>Calr</i>                        | Calreticulin                                            | 2.90                     | 0.06                   |
| <b><u>M2-anti-inflammatory</u></b> |                                                         |                          |                        |
| <i>IL4ra</i>                       | Interleukin-4 receptor subunit alpha                    | 0.65                     | 0.04                   |
| <i>IL13ra1</i>                     | Interleukin-13 receptor subunit alpha-1                 | 0.58                     | 6.9 10 <sup>-6</sup>   |
| <i>IL10rb</i>                      | Interleukin 10 receptor subunit beta                    | 0.45                     | 0.01                   |
| <b><u>M0-homeostatic</u></b>       |                                                         |                          |                        |
| <i>Siglec1</i>                     | Sialic acid binding Ig like lectin                      | 2.03                     | 0.002                  |
| <i>Socs3</i>                       | Suppressor of cytokine signaling 3                      | 1.06                     | 0.08                   |
| <i>Stab1</i>                       | Stabilin1                                               | 0.83                     | 6.510 <sup>-9</sup>    |
| <i>Cd33</i>                        | Cluster of differentiation 33                           | 0.7                      | 0.001                  |
| <i>C1qa</i>                        | Complement C1q A chain                                  | 0.52                     | 5.4210 <sup>-5</sup>   |

|                      |                                                  |      |       |
|----------------------|--------------------------------------------------|------|-------|
| <b><i>Crybb1</i></b> | Crystallin beta B1                               | 0.49 | 0.05  |
| <b><i>Trem2</i></b>  | Triggering receptor expressed on myeloid cells 2 | 0.34 | 0.01  |
| <b><i>Tyrobp</i></b> | Transmembrane immune signaling adaptor           | 0.32 | 0.02  |
| <b><i>Csf1r</i></b>  | Colony stimulating factor 1 receptor             | 0.28 | 0.001 |
| <b><i>Itgb5</i></b>  | Integrin subunit beta 5                          | 0.27 | 0.003 |
| <b><i>Hexb</i></b>   | Hexosaminidase subunit beta                      | 0.22 | 0.007 |

**Supplementary Table 8** Expression changes of microglia signature genes of M1-, M2 and M0-resting phenotype genes in mouse hippocampus 4 days following SAH (Zhang et al., 2014; Crotti and Ransohoff, 2016)

| Upstream Regulator | Molecule Type           | Activation z-score | p-value  |
|--------------------|-------------------------|--------------------|----------|
| IFNG               | cytokine                | 6.431              | 1.19E-37 |
| IRF7               | transcription regulator | 6.098              | 6.88E-20 |
| IRF3               | transcription regulator | 5.584              | 5.42E-19 |
| STAT1              | transcription regulator | 5.456              | 3.02E-19 |
| CHUK               | kinase                  | 4.713              | 9.81E-15 |
| TGFB1              | growth factor           | 4.325              | 1.32E-22 |
| IKBKB              | kinase                  | 4.311              | 1.02E-18 |
| PRL                | cytokine                | 4.111              | 4.32E-08 |
| IKBKG              | kinase                  | 4.1                | 8.85E-14 |
| IL21               | cytokine                | 4.049              | 3.85E-10 |
| APP                | other                   | 4.004              | 4.50E-21 |
| TNF                | cytokine                | 3.833              | 1.14E-28 |
| TICAM1             | other                   | 3.804              | 5.26E-10 |
| IFNAR1             | transmembrane receptor  | 3.794              | 7.64E-07 |
| IL1B               | cytokine                | 3.706              | 2.10E-18 |
| SAMSN1             | other                   | 3.638              | 1.32E-05 |
| TLR4               | transmembrane receptor  | 3.543              | 1.49E-08 |
| DOCK8              | other                   | 3.5                | 1.76E-06 |
| IRF5               | transcription regulator | 3.388              | 1.68E-07 |
| TLR7               | transmembrane receptor  | 3.385              | 1.49E-04 |

© 2000-2020 QIAGEN. All rights reserved.

**Supplementary Table 9A** Activated upstream regulators in mouse hippocampus 4 days after SAH (Ingenuity Pathway Analysis, QIAGEN)

| Upstream Regulator                       | Molecule Type              | Activation z-score | p-value  |
|------------------------------------------|----------------------------|--------------------|----------|
| TCF7L2                                   | transcription regulator    | -7.206             | 3.13E-27 |
| SOX2                                     | transcription regulator    | -7                 | 1.89E-24 |
| BDNF                                     | growth factor              | -5.032             | 6.35E-07 |
| PTGER4                                   | G-protein coupled receptor | -4.284             | 3.59E-12 |
| NRAS                                     | enzyme                     | -3.952             | 1.63E-16 |
| SOCS1                                    | other                      | -3.889             | 6.16E-10 |
| TSC2                                     | other                      | -3.696             | 3.65E-10 |
| Irgm1                                    | other                      | -3.692             | 8.81E-08 |
| ZNF106                                   | other                      | -3.606             | 3.57E-07 |
| CREM                                     | transcription regulator    | -3.563             | 1.40E-04 |
| NKX2-3                                   | transcription regulator    | -3.206             | 4.04E-11 |
| PSEN1                                    | peptidase                  | -3.096             | 1.64E-07 |
| COL18A1                                  | other                      | -3.032             | 3.94E-06 |
| B4GALNT1                                 | enzyme                     | -2.985             | 1.99E-09 |
| APEX1                                    | enzyme                     | -2.985             | 6.11E-09 |
| NCSTN                                    | peptidase                  | -2.985             | 6.38E-05 |
| MAPK1                                    | kinase                     | -2.9               | 1.44E-04 |
| APOE                                     | transporter                | -2.781             | 1.29E-03 |
| GFI1                                     | transcription regulator    | -2.673             | 7.15E-03 |
| ST8SIA1                                  | enzyme                     | -2.63              | 7.84E-07 |
| © 2000-2020 QIAGEN. All rights reserved. |                            |                    |          |

**Supplementary Table 9B** Inhibited upstream regulators in mouse hippocampus 4 days after SAH (Ingenuity Pathway Analysis, QIAGEN)

| Gene symbol    | Gene name                                                 | Log2 (Fold change) | <i>p</i> adj value    |
|----------------|-----------------------------------------------------------|--------------------|-----------------------|
| <i>Ccl5</i>    | C-C motif chemokine 5                                     | 4.23               | $3.2 \cdot 10^{-7}$   |
| <i>Irf7</i>    | IFN-regulatory factor 7                                   | 2.1                | $2.72 \cdot 10^{-13}$ |
| <i>Mx1</i>     | MX dynamin like GTPase 1                                  | 1.72               | 0.02                  |
| <i>Usp18</i>   | Ubiquitin specific peptidase 18                           | 1.71               | $7.21 \cdot 10^{-5}$  |
| <i>Ifit1</i>   | Interferon-induced protein with tetratricopeptide repeats | 1.41               | $1.58 \cdot 10^{-8}$  |
| <i>Isg15</i>   | ISG15 ubiquitin like modifier                             | 1.26               | 0.007                 |
| <i>Irf1</i>    | IFN-regulatory factor 1                                   | 0.57               | 0.0008                |
| <i>Ifi27</i>   | Interferon alpha inducible protein 27                     | 0.52               | $4.39 \cdot 10^{-7}$  |
| <i>Unc93b1</i> | Protein unc-93 homolog B1                                 | 0.5                | $2.29 \cdot 10^{-5}$  |
| <i>Irf8</i>    | IFN-regulatory factor 8                                   | 0.49               | 0.02                  |

**Supplemental Table 10** Expression changes of type I IFN response-related genes in mouse hippocampus 4 days after SAH

| Gene symbol          | Gene name                                             | Log2 (Fold change) | <i>p</i> adj value    |
|----------------------|-------------------------------------------------------|--------------------|-----------------------|
| <b><i>Bmp5</i></b>   | Bone morphogenetic protein 5                          | 0.9                | 0.05                  |
| <b><i>Bmp6</i></b>   | Bone morphogenetic protein 6                          | 0.9                | 4.97 10 <sup>-5</sup> |
| <b><i>Smad6</i></b>  | SMAD family member 6                                  | 0.7                | 0.05                  |
| <b><i>Bmp7</i></b>   | Bone morphogenetic protein 7                          | 0.67               | 0.04                  |
| <b><i>Tgfb1</i></b>  | Transforming growth factor-beta-induced protein ig-h3 | 0.51               | 0.02                  |
| <b><i>Tgfbr3</i></b> | TGF-beta receptor type-3                              | 0.51               | 0.008                 |
| <b><i>Tgfbr2</i></b> | TGF-beta receptor type-2                              | 0.41               | 0.002                 |
| <b><i>Smad3</i></b>  | SMAD family member 3                                  | 0.29               | 0.0001                |
| <b><i>Smad7</i></b>  | SMAD family member 7                                  | -0.38              | 0.001                 |

**Supplemental Table 11** Expression changes of TFG-β-related genes in mouse hippocampus 4 days after SAH

| Gene symbol         | Gene name                    | Log2 (Fold change) | <i>p</i> adj value    |
|---------------------|------------------------------|--------------------|-----------------------|
| <b><i>Cr3</i></b>   | Complement receptor 3        | 0.98               | 2.29 10 <sup>-5</sup> |
| <b><i>FcγR3</i></b> | Fc gamma Receptor 3          | 0.78               | 1.69 10 <sup>-5</sup> |
| <b><i>Cd68</i></b>  | Macrosialin                  | 0.29               | 0.03                  |
| <b><i>Lamp2</i></b> | Lysosome-associated membrane | 0.20               | 0.012                 |

**Supplemental Table 12** Expression changes of microglia's phagocytosis genes under IFN-β's regulation in mouse hippocampus 4 days following SAH

- Crotti, A., and Ransohoff, R.M. (2016). Microglial Physiology and Pathophysiology: Insights from Genome-wide Transcriptional Profiling. *Immunity* 44(3), 505-515. doi: 10.1016/j.immuni.2016.02.013.
- Trettel, F., Di Castro, M.A., and Limatola, C. (2019). Chemokines: Key Molecules that Orchestrate Communication among Neurons, Microglia and Astrocytes to Preserve Brain Function. *Neuroscience*. doi: 10.1016/j.neuroscience.2019.07.035.
- Zhang, Y., Chen, K., Sloan, S.A., Bennett, M.L., Scholze, A.R., O'Keeffe, S., et al. (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. *J Neurosci* 34(36), 11929-11947. doi: 10.1523/JNEUROSCI.1860-14.2014.

How the deposited data were processed for this re-analysis (not part of the article)

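RNA sequencing was analysed for 10 mice: 4 SAH mice, 3 Sham mice and 3 Naive mice, with 1 library of bilateral whole hippocampus per mouse, taken 4 days after surgery. The authors aligned the read pairs to mm9 with STAR at default parameters, merged the lanes of each mouse, and counted with featureCounts 1.6.2 (paired fragments, reverse-stranded, exons of the UCSC gene annotation summed by gene name). Reads aligned to several places or to more than 1 gene were left out by the authors. The deposited values are counts of read pairs per gene name, without normalization, and they were checked to be whole numbers. CPM (counts scaled to a common library size, after TMM normalization) and log2 CPM were computed here from the counts that the authors deposited. The step from reads to counts was not repeated, since the reads were not used here.

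Between 19743388 and 27254655 counts per mouse were available. A count of 0 allows up to 3 counts, and such limits cover counting error only. No pair of libraries was alike enough to be a duplicate. The coordinates in the deposited count tables were compared with the mm9 reference (NCBIM37): of 223620 exons compared, 86.8% had both ends equal to an exon of the reference annotation and 0 lay beyond the end of a chromosome. No mitochondrially encoded genes are among the gene names, so leaving them out, an alternative also set, changes nothing and was not run.

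The mice were grouped as the paper labels them, and SAH mice were compared with Sham and Naive mice pooled as control, as in Figure 4. edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, the filterByExpr filter (minimum count 10, minimum total count 15), the quasi-likelihood test and Benjamini-Hochberg adjustment, with a threshold of 0.10 on the adjusted p. The 3 pairwise comparisons came from a fit of the 3 groups together. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F value. Tested on simulated data, in which 200 genes were changed, edgeR called 212 genes, 192 of them changed ones, so that 9.43% of the calls were false. DESeq2 1.42.0 called 219, of which 14.6% were false.

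List scores were the mean over the tested genes of a list of log2 CPM (prior count 2), minus the mean of each gene over the 6 control mice. They were compared by 2-sided exact permutation tests over the 210 splits of the mice into 4 and 6 (smallest p = 0.00952). With 4 mice against 3 there are 35 splits and the smallest p is 0.0571. With 3 against 3 there are 10 and it is 0.1. P-values were adjusted within 20 lists taken from the paper and, separately, within the cell type lists. These are 19 lists of marker genes written from general knowledge, of which 18 had tested genes. Of the 5 genes of the B cell list, 0 were tested. No gene is in more than 1 cell type list.

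Pathways were the mouse REACTOME sets of fgsea 1.28.0 with 10 to 500 tested genes, compared by a 1-sided exact hypergeometric test, and by camera of limma 3.58.1. Promoter motifs were counted as consensus sequences in mm9 and compared by 2-sided Fisher's exact tests. Gene diversity was measured by the share of counts in the 10 and the 100 most abundant genes. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

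The genes named were every gene in the text, in the labels of Figures 1, 3C and 4, in Table 1 and in Supplementary Tables 3 to 8 and 10 to 12. To these were added the 10 largest rises and the 10 largest falls among genes past the threshold whose 4 SAH mice all lay beyond all 6 control mice in CPM. Single genes under this rule that are not named in the text are not reported here. Genes named outside this rule are marker genes of the cell type lists, genes of the globin family and genes chosen after their values were seen.

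The groups, main tests, gene lists, naming rule and processing alternatives were set before the data were examined. The alternatives were DESeq2 in place of edgeR, DESeq2's size factors or library size alone in place of TMM, no filter, at least 10 counts in every mouse, adjusted p-values under 0.05 and under 0.01, and a robust fit. Further ones were the fit of 3 groups with Sham and Naive averaged, Sham or Naive mice alone as control, only the mice of the compared groups, and each mouse left out in turn. For list scores a prior count of 0.5 and the median over genes were tried, and for pathways and motifs the DEGs of DESeq2. Motifs were also counted over 1000 bases, against control genes matched on GC content, and against all unchanged genes. A fit with the choroid plexus score as a covariate was added after the data were seen.

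Rt-qPCR and Western blot values, IPA, Gene Ontology and Hallmark gene sets were not analysed here.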

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

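The tests of unequal changes within a list, of the immediate early genes against the neuron genes, of the reactive against the homeostatic astrocyte genes and of the library size of SAH mouse 3, the counts under other scalings, and the share of the most abundant genes were chosen only after the results they bear on were seen.

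Single mice far from the rest of their group were sought in 414 groups of 4 SAH or 6 control mice, over list scores and the CPM of named genes, by the gap between the outermost mouse and its neighbour relative to the range of the group. Such mice were found in 14 groups, and chance gives 20.7. Of the 14, 8 were among SAH mice, and 7 of these 8 were SAH mouse 3. It had the lowest MHC class II score of the SAH mice (0.79 against 1.68 to 1.79 in the others). Its levels were also the lowest of the SAH mice for Cd74 (2.07 against 5.40 to 5.90 CPM), H2-Ab1 (1.16 against 2.04 to 2.21), Serping1 (14.8 against 17.5 to 17.8), Sox10 (25.9 against 45.6 to 49.3) and Fa2h (30.2 against 41.4 to 42.4). For Crybb1 it was the highest (4.19 against 3.34 to 3.44). These 7 results are not independent, since Cd74 and H2-Ab1 are part of the MHC class II score. SAH mouse 3 also differed most from the other SAH mice over all genes, with a chi-square per degree of freedom of 15.5 to 19.6 against 4.30 to 10.8 between the others. Some of its values went the other way: its CPM of Plin4 was 6.89 times that of the next SAH mouse and that of Lcn2 was 4.53 times. The library totals of the SAH mice differed by at most 1.34 times, and CPM takes them into account, so a difference in library size is excluded as the source of these ratios. The paper states that the mice came from one batch of animals. No library batch and no measure of injury is given for single mice, so a difference in either stays open and was not tested, as does a difference in what was dissected.

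The other 7 results of this kind were spread over 5 mice. Cxcl12 was at 101 CPM in SAH mouse 4 and at 52.6 to 54.2 CPM in the other SAH mice. Sham mouse 7 had 27.6 CPM of Aspa (19.3 to 21.9 in the other control mice), 83.5 CPM of B2m (74.2 to 76.8) and 9.01 CPM of Cd68 (10.4 to 11.0). Sham mouse 5 had 0.536 CPM of Pkd2l1 (0.956 to 1.13). Naive mouse 8 had 0.0376 CPM of Ifi204 (0.184 to 0.297), and Naive mouse 9 had an endothelial cell score of 0.28 (−0.10 to 0.043). With 20.7 expected, these need no explanation beyond chance, and none was tested.

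The lists of marker genes below gave a difference between SAH and control mice in genes that the paper does not discuss as a group, except that it does discuss monocyte-derived macrophages. The choice among the scalings tried is excluded as the source of the excess of higher genes in general. The smaller share of higher DEGs was 67.8% with DESeq2's size factors or library size alone, against 67.1% with TMM and 61.6% with DESeq2's own test. The TMM factors lay between 0.9852 (SAH mouse 3) and 1.012 (SAH mouse 2), so these scalings hardly differ. An error common to them was not tested. The share of counts in the 100 most abundant genes did not differ between the groups (exact permutation test, p = 0.991). That of the top 10 was lower in SAH mice, 3.23% against 3.38% (exact permutation test, p = 0.0476), the direction that a few abundant genes as the source would need. A fall of that size raises all other genes by 0.0022 on the log2 scale, so it is excluded as the source of the rises below by its size. Each of the 7 lists kept its direction under each alternative and without any single mouse. With Sham or Naive mice alone as control, none of the lists was past the threshold. The smallest p that 4 mice against 3 allow, 0.0571, was reached by 8 and 9 of the 18 lists (exact permutation test), and adjusted over the 18 it was 0.129 and 0.114.

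The meningeal fibroblast list rose by 1.07 (SD 0.45 in SAH and 0.30 in control; exact permutation test, p = 0.00952, adjusted p = 0.0245 over 18 lists), and all 4 SAH mice lay above all 6 control mice. All 19 genes were tested and higher, 17 of them past the threshold over all genes (edgeR) and 18 adjusted over the list alone. Of the most abundant, Dcn had 1154 to 2050 counts in control mice and a log2 fold change of 0.12 (adjusted p = 0.714), and Igf2 had 902 to 2127 counts and 1.25 (adjusted p = 0.00535). Fmod, which the naming rule also gives, rose by 2.10. The list shares 5 genes with the 38 higher DEGs of Extracellular matrix organization. A candidate explanation for the higher extracellular matrix genes is meningeal tissue carried over with the hippocampus. One prediction set for it went against it: the genes of the list did not change by one factor (exact permutation test of unequal changes, 1-sided, p = 0.0190, and p = 0.0476 without Dcn). The 33 higher DEGs outside the list rose too, with a median of 0.68. They were picked as higher DEGs, so their rise follows from that choice and cannot test carry-over. Neither decides the matter. Added tissue changes each gene by a factor that depends on its level in the hippocampus, so unequal factors and a small change in an abundant gene such as Dcn are possible under it, and the list holds only part of the genes of the meninges. With 17 of 19 genes past the threshold and the score separating the groups, carry-over and a response of fibroblasts to the blood cannot be told apart for these genes in this design.

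Border-associated macrophage genes rose by 1.12 (SD 0.16 in SAH and 0.31 in control; exact permutation test, p = 0.00952, adjusted p = 0.0245), with all 4 SAH mice above all control mice. Of 8 genes 7 were tested, all higher, with 5 past the threshold over all genes and 7 adjusted over the list alone. Among them were Mrc1 (log2 fold change 1.06, adjusted p = 0.00929 in edgeR), F13a1 (1.50, adjusted p = 0.00086) and Cd163 (1.51, adjusted p = 0.00562). Mrc1 had 64 to 90 counts in Naive mice, 127 to 152 in Sham mice and 171 to 243 in SAH mice. These macrophages sit in the meninges and around vessels, and carry-over of meninges was not tested for them; SAH mouse 3, with the lowest meningeal score of the SAH mice (0.45), did not have their lowest score (1.08).

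Reactive astrocyte genes rose by 0.64 (SD 0.32 in SAH and 0.040 in control; exact permutation test, p = 0.00952, adjusted p = 0.0245), with all 4 SAH mice above all control mice. Of 12 genes 11 were tested, 7 past the threshold over all genes and 9 adjusted over the list alone, and the study measured Gfap by Rt-qPCR. Gfap, the most abundant, had 13460 to 22612 counts in SAH mice and 8108 to 11876 in control mice, a log2 fold change of 1.00 (standard error 0.16, adjusted p = 0.00535 in edgeR). Vim rose by 1.22 and Serpina3n by 0.70, while Cd44 had −0.016. The genes of homeostatic astrocytes differed by 0.088 (exact permutation test, p = 0.133), by 0.13 without SAH mouse 2, past the threshold, and by 0.038 without SAH mouse 3. The reactive genes rose by 0.548 more than the homeostatic ones (exact permutation test, p = 0.00952). More astrocytes with the same expression per cell are excluded as the whole cause; a change within astrocytes, and a smaller change in their number beside it, stay open.

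Immediate early genes fell by 1.06 (SD 0.35 in SAH and 0.22 in control; exact permutation test, p = 0.00952, adjusted p = 0.0245), with all 4 SAH mice below all control mice and all 12 genes past the threshold, over all genes and adjusted over the list alone. Fos, Egr2, Arc and Npas4 among them are named in Table 1 or the paper's figures. Arc fell from 4945 to 7694 counts in control mice to 1074 to 3990 in SAH mice, and Egr1 had a log2 fold change of −0.93. Fewer neurons are excluded as the cause, since the neuron genes, all 11 tested, differed by −0.0011 (exact permutation test, p = 0.981) and the difference between both lists was −1.06 (exact permutation test, p = 0.00952). These genes respond within minutes to activity and handling. The paper states that the tissue was taken immediately after death by a person who did not know the groups. The order of the mice is not given, so lower neuronal activity after SAH and a difference in handling before death both stay open, untested.

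Endothelial cell genes rose by 0.51 (SD 0.38 in SAH and 0.15 in control; exact permutation test, p = 0.0190, adjusted p = 0.0429), with 3 of 4 SAH mice above all control mice. All 10 genes were tested and higher, 5 past the threshold and 10 adjusted over the list alone. The call was lost without SAH mouse 3 (0.47) and without SAH mouse 4 (0.36), with an adjusted p of 0.107 in both. Flt1 rose by 0.79 (adjusted p = 0.0975 in edgeR) and Cdh5 by 0.84 (adjusted p = 0.00385). Pericyte and smooth muscle genes rose by 0.44 (SD 0.29 in SAH and 0.10 in control; exact permutation test, p = 0.00952, adjusted p = 0.0245), with all 4 SAH mice above all control mice. All 8 were tested, 3 past the threshold and 7 adjusted over the list alone. Rgs5, an abundant one, rose by 0.21 (adjusted p = 0.271), Acta2 by 0.78 and Tagln by 0.94. Vessels of the meninges carried over and a response of the vessels themselves stay open, and neither was tested.

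The monocyte list rests on 1 tested gene of 7, S100a4, past the threshold over all genes and adjusted over the list alone, with 48 to 77 counts in SAH mice and 30 to 45 in control mice. Its score rose by 0.71 (SD 0.45 in SAH and 0.17 in control; exact permutation test, p = 0.00952, adjusted p = 0.0245). Without SAH mouse 3 the value was 1.40, over 2 genes. The study names Ccr2 of this list, which the filter kept out. A single gene gives no ground to name a cell as its source, and none was tested.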

How the results depend on the processing

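The fit with the choroid plexus score was chosen only after the data were seen. No paired analysis was possible because each animal number occurs once and the mice are independent. With at most 4 mice in a group, removing a mouse also lowers what the test can detect, and the filter on low counts changes with the groups.

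The number of DEGs between SAH and control moved most with the control group. Against 470 higher and 231 lower, there were 12 and 0 with Sham mice alone (1176 genes at an unadjusted p under 0.05) and 201 and 81 with Naive mice alone. Both use 7 mice, so their number does not explain the difference between these choices, and the cause was not tested. By construction, stricter thresholds gave fewer: 277 and 92 at an adjusted p under 0.05, and 100 and 33 under 0.01. DESeq2 called 397 lower genes. With the choroid plexus score as a covariate there were 145 and 54. Leaving out 1 mouse gave 223 to 686 higher and 85 to 407 lower DEGs across the 10 fits. The largest falls were without SAH mouse 4 (223 and 85), Naive mouse 8 (271 and 90) and Naive mouse 10 (288 and 108), the largest rises without SAH mouse 2 (686 and 407), and the cause was not tested. With the other alternatives the counts stayed within 1.5 times.

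For SAH against Sham, with 80 higher and 29 lower, there were 41 and 8 at an adjusted p under 0.05 and 2 and 0 under 0.01 (1467 at an unadjusted p under 0.05). DESeq2 gave 226 and 74, no filter 134 and 48, the mice of the pair alone 12 and 0, and the robust fit 16 lower. Leaving out 1 mouse gave 6 to 166 higher and 0 to 55 lower. For SAH against Naive, with 307 and 146, there were 186 and 74 at an adjusted p under 0.05, 59 and 16 under 0.01, 463 and 272 with DESeq2, and 201 and 81 with the mice of the pair alone. Leaving out 1 mouse gave 87 to 443 higher and 22 to 240 lower. For Sham against Naive, with 1 and 0 (305 at an unadjusted p under 0.05), the higher count was 0 under 0.01 and 2 with DESeq2 and with the pair alone, where 1 was lower, and 0 to 1 with 1 mouse left out. Apart from the stricter thresholds, the cause was not tested.

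Of the 20 lists from the paper, 15 kept their direction and side of the threshold under every alternative. The lectin pathway score turned from −0.041 to 0.10 with no filter and to 0.091 with Naive mice alone, and ran from −0.14 to 0.070 with 1 mouse left out. That of the genes of Table 1 and Figure 4, a list that joins genes going up and down, was −0.68 over genes with at least 10 counts in every mouse, where fewer genes are tested, and −0.18 with the median. The membrane attack complex genes gave −0.045 with Sham mice alone, over 2 genes in place of 1, and the semaphorin genes −0.015 with the median. Among the 18 cell type lists with tested genes, 9 were past the threshold, and 0 were with Sham or with Naive mice alone. There, 8 and 9 lists reached the smallest p that 7 mice allow, 0.0571 (exact permutation test), which became 0.129 and 0.114 when adjusted over the 18 lists. Of the lists from the paper, 18 and 17 were past the threshold with the same mice. The neuron score, −0.0011, turned to 0.0038 with library size alone, to 0.0013 with at least 10 counts in every mouse and to 0.011 with Sham mice alone, and lay between −0.017 and 0.012 with 1 mouse left out, always within the spread between mice. The T cell score was 0.15 with no filter. With 1 mouse left out, the erythroid score ran from −0.030 without SAH mouse 2 to 0.54 without SAH mouse 1, and the homeostatic microglia score from −0.037 without SAH mouse 4 to 0.18 without SAH mouse 3. The cause of these turns was not tested.

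Pathways higher in SAH numbered 48 of 868. Camera called 0 with an estimated correlation (39 at an unadjusted p under 0.05) and 82 with the preset one, and Sham mice alone gave 0 from fewer DEGs (16 at an unadjusted p under 0.05). Pathways lower in SAH, 0 with 19 at an unadjusted p under 0.05, became 2 with DESeq2 and 13 with camera's preset correlation, and 0 to 1 with 1 mouse left out, the 1 being without SAH mouse 2. The cause was not tested. Of 6 motifs 2 were past the threshold; there were 5 against all unchanged genes, where more genes are compared, 1 against genes matched on GC content, 0 with the DEGs of DESeq2, and 1 to 4 with 1 mouse left out. Odds ratios turned under 1 for STAT with GC matching (0.945) and without Sham mouse 5 (0.963), for FOSL1 without SAH mouse 1 (0.922), for KLF without SAH mouse 4 (0.805), and for SPIB without Naive mouse 9 (0.878). The highest with 1 mouse left out were 1.65 for FOSL1, 2.81 for KLF and 1.89 for SPIB. Each of these fits drew its own control promoters, so the odds ratios also move with the draw. For KLF the control share ran from 3.0% without Sham mouse 6 to 6.6% without SAH mouse 4, against 5.43% over all unchanged genes. The share in higher DEGs was 7.99% and 5.38% in these fits. The effect of the draw and that of the mouse were not tested apart. The difference in the percent of counts in the 10 most abundant genes, −0.147, ran from −0.182 to −0.110 with 1 mouse left out, and that of the top 100 from −0.145 to 0.0799.

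Of 172 genes, those under the naming rule with marker and other genes named outside it, 25 kept their direction and side of the threshold in every fit, 120 lost their call in at least 1, 21 gained one and 6 changed sign. With DESeq2, 19 of 172 gained a call and 0 lost one. With Sham mice alone 120 of 164 lost theirs, and with Naive mice alone 48 of 162. Without SAH mouse 4, 40 of 155 did. The changes of sign were in small differences: Hc, −0.38 with Sham mice alone; C8g, −0.14 without SAH mouse 3 to 0.47 without SAH mouse 4; Dcn, −0.033 without SAH mouse 2 to 0.23 without SAH mouse 3; and Camk2a, −0.0034 without SAH mouse 3 to 0.057 without SAH mouse 2. Pgk1 ran from −0.042 to 0.022 with 1 mouse left out. Hapln2 gave −0.00011 with no filter, −0.074 with Naive mice alone, and −0.18 to 0.14 with 1 mouse left out. The cause was not tested. Depth limits the genes with few counts: Ccl5, Timp1, Ccr2, Gpr65, Oas2, Cst7, Cfb, Tlr8, Fcgr4 and Mx1 were kept out by the filter in the edgeR fit of SAH against control with all 10 mice, and have no value in it.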

Differences from the paper's values

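No test in this part was chosen after the result was seen; the comparisons use the alternatives set before the data were examined. The paper's own test was DESeq2's, at the same threshold.

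The paper reports 398 downregulated DEGs, and edgeR gave 231. DESeq2 gave 397, and leaving out SAH mouse 1 or SAH mouse 2 gave 378 and 407; the other alternatives did not close the gap. Across the 3 groups, the paper reports 2 DEGs between Sham and Naive, and edgeR gave 1. DESeq2 gave 2 and the mice of the pair alone gave 3 (2 higher and 1 lower), and the other alternatives did not close the gap. In Supplementary Figure 2, read by eye, about 50 DEGs belong to SAH against Sham alone and about 250 are shared with SAH against Naive. edgeR gave 6 and 103, and DESeq2 gave 49 and 251. No other alternative for which the shared DEGs were counted closed either gap. They were not counted with a mouse left out.

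The paper states a minimum depth of 30 M, and the smallest library here has 19.74 M counts. The legend of Supplementary Figure 1 gives 20 to 30 M uniquely mapped reads instead, and the lower end of that range is close to the value here. The paper's values count aligned reads or read pairs and this one counts read pairs assigned to genes, so the scales are not the same, and no alternative changes either.

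For Calr, Supplementary Table 8 gives a log2 fold change of 2.90 as the paper's value, and the counts gave 0.25. None of the alternatives set before the data were examined closed the gap, and with each mouse left out the value lay between 0.15 and 0.32. For Cr3 in Supplementary Table 12, read as Itgam, the paper's value is 0.98 and the counts gave 0.18, with no alternative closing the gap. The paper's value for C3ar1 in Supplementary Table 4, and the value of C3ar1 here (0.98), are the same number. Of the 103 values compared, 2 differ, and 0 differ in sign. The 14 of Supplementary Table 4 are headed as fold changes there and were read as log2 fold changes, because they match those of the counts.

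The paper gives 98 genes with a log2 fold change, 95 in its tables and 3 Toll-like receptor genes in its text alone, of which 75 were past the threshold in edgeR and 96 in DESeq2. Itgam was past it in no fit, and C5ar1 only without SAH mouse 1. Sox10, Sox8, Olig1, Cntnap1, Itgb2, Scara5, Cd86, Calr, Il4ra and Socs3 were past it with DESeq2. H2-M3 was past it with DESeq2, with its size factors, with library size alone and with at least 10 counts in every mouse. Lgals3 was past it with DESeq2, with library size alone and with no filter. Bmp7 was past it with DESeq2, in the fit of 3 groups and with Naive mice alone. Cfb, Fcgr4, Timp1, Ccl5, Mx1, Ccr2, Gpr65 and Tlr8 were kept out by the filter and were past the threshold with DESeq2, with no filter and in the fit of 3 groups, and Ccl5 also with Naive mice alone. Of the genes of Figure 3C alone, Gal3st1, Sh3tc2, Cdk5r2 and Aspa were past it with DESeq2. Of those of the text and Figure 4 alone, Itgb1, Oas2, Cst7 and Casr were past it with DESeq2, Oas2 and Cst7 also with no filter, and Casr with the robust fit. Hbq1b was past it with no filter and in the fit of 3 groups. Leaving out 1 mouse also brought some of these genes past the threshold. Without SAH mouse 1 these were Sox8, Itgb2, H2-M3, Calr, Gal3st1, Cdk5r2, Aspa and Hbq1b. Without SAH mouse 2 they were Sox8, Itgb2, H2-M3, Calr, Scara5, Lgals3, Il4ra, Socs3, Casr, Cfb, Fcgr4, Timp1 and Ccl5. Without SAH mouse 3 they were Sox10, Olig1, Bmp7, Mx1, Ccr2 and Hbq1b, and without SAH mouse 4 Lgals3, Gpr65 and Tlr8. Without Sham mouse 5 it was Sh3tc2, and without Sham mouse 7 Cntnap1, Scara5 and Itgb1. Itgax, which the paper's text names, was past the threshold in no fit (log2 fold change 0.80, adjusted p = 0.381).

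The paper's text describes Smad7 as overexpressed, and the counts gave a fall of 0.38 on the log2 scale, as does Supplementary Table 11. For the motifs, the measures are unlike. The paper took SP1 and KLF from CentriMo, which by its methods looks for motifs that prefer certain locations, and STAT and SPIB from AME. Here the presence of a short consensus in promoters of higher DEGs was counted, so the values below cannot decide on the paper's results. It names enrichment of motifs of SP1, and the consensus was less frequent in higher DEGs (odds ratio 0.673). That difference was not past the threshold with control genes matched on GC content (0.781; Fisher's exact test, adjusted p = 0.212), with the DEGs of DESeq2 (0.789, adjusted p = 0.115) or without SAH mouse 1 (0.864, adjusted p = 0.363). The motifs of STAT, SPIB and KLF, which it names as enriched, had odds ratios of 1.22, 1.6 and 1.36 and were not past the threshold. STAT was past it without SAH mouse 3 (1.46), and KLF without SAH mouse 3, Naive mouse 10, Sham mouse 5 or Sham mouse 6 (2.07, 2.06, 2.43 and 2.81). Against all unchanged genes, SPIB (1.48; Fisher's exact test, adjusted p = 0.0969) and KLF (1.4, adjusted p = 0.0954) were past it. It describes semaphorin genes as increased, and 2 were higher and 2 lower.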

Other observations

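The tests of the choroid plexus score, of blood leukocyte genes, of unequal changes within lists, of genes grouped by length, of shared gene names, of Sham between Naive and SAH mice, of microglia lists and of splits for the pathways were chosen only after the results they bear on were seen.

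Other splits of the mice were fitted in the same way. Of 100 of the 210 splits into 4 and 6 mice, 1 gave as many DEGs as SAH against control (701), the real one, with at most 81 in any other, and 1 gave as many REACTOME pathways. For SAH against Naive, 1 of 35 splits gave as many DEGs, the real one, with at most 244 in another. For SAH against Sham, 2 of 35 gave as many: the group of SAH mouse 2 with all Sham mice against the other SAH mice gave 116 against the 109 of the real split. That split still keeps 3 of the 4 SAH mice apart from all Sham mice, so it is not free of a difference between SAH and Sham, and the next largest gave 34. In 30 simulations without any difference, the mice of the pair alone gave at most 4 DEGs, against 12 in the data. Whether the number of DEGs between SAH and Sham is beyond chance stays open with 2 of 35 splits. For Sham against Naive, 1 of 10 splits gave as many, which cannot go under 0.1 of the splits, so the 1 DEG cannot be told apart from chance.

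Sham mice lay between Naive and SAH mice. Over the DEGs of SAH against control, the mean change in the direction of SAH was −0.016 to 0.026 in Naive mice, 0.087 to 0.15 in Sham mice and 0.54 to 0.80 in SAH mice. All Sham mice lay above all Naive mice (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Changes after surgery without blood are a candidate explanation, and the design of 3 against 3 keeps it open: it cannot be told apart from chance. The log2 fold change of SAH over Naive and that of Sham over Naive had a correlation across genes of 0.607. It was 0.541 (0.526 to 0.567) in 30 simulations with all mice drawn from the control means, since both use the same Naive mice. With Sham mice drawn from the Naive means and SAH mice from the SAH means it was 0.273 (0.225 to 0.306), in simulations that overstate the SAH effect, with a median of 2760 DEGs against 701. The Sham mice lay at 0.18 of the way from Naive to SAH, against 0.00051 (−0.012 to 0.020) in 30 simulations with Sham mice drawn from the Naive means. The genes in these simulations vary independently, so their ranges are narrower than those of mice.

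Slc13a4 was higher in Sham (229 to 326 counts) than in Naive mice (60 to 107 counts), and in SAH mice it had 282 to 505 counts. Slc13a4 and Fmod, called with the mice of the pair alone, are genes of the meningeal fibroblast list, and Mrc1, called with DESeq2, is a border-associated macrophage gene. Npas4 was lower with the mice of the pair alone. The other 17 meningeal genes were higher by 0.43 in Sham than in Naive mice (exact permutation test, p = 0.1, the smallest possible), with all Sham mice above all Naive mice. Meningeal tissue carried over is a candidate explanation that cannot be told apart from chance or from an effect of surgery with 3 mice against 3.

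Choroid plexus genes were higher in SAH mice by 1.21 (SD 1.11 in SAH and 1.08 in control; exact permutation test, p = 0.114, adjusted p = 0.171). All 18 genes were tested, 18 had a positive log2 fold change and 0 were past the threshold, over all genes or adjusted over the list alone. Without Sham mouse 7 the difference was 1.63 (exact permutation test, adjusted p = 0.0635). Ttr, the most abundant, had 1384 to 21971 counts in SAH mice and 331 to 18400 in control mice. The prediction set for choroid plexus carried over with the hippocampus, that its genes rise together, came out as that explanation says. With the score as a covariate, the median log2 fold change of the choroid plexus genes went from 0.98 to −0.046. Of the 36 tested genes of the complement, MHC and interferon lists, 32 were past the threshold without the covariate and 22 with it (33 at an unadjusted p under 0.05), with a median of 1.06 and 0.91. Carry-over of choroid plexus is therefore excluded as the whole cause of the higher immune genes, and a share of it stays open. Carry-over of meninges was not tested for these immune genes. The number of DEGs was 199 with the covariate, against 701 without it.

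Hemoglobin genes could not show blood in the tissue. Hba-a1, Hba-a2, Hbb-b1, Hbb-bs, Hbb-b2 and Hbb-bt had a count of 0 in all mice, and at least 98.59% of their exonic bases carry a second gene name. Reads there belong to more than 1 name and were left out by the authors' counting. Of 527 genes with at least 95% of their bases shared, 487 (92.4%) were at 0, against 18.3% of the other 23864 (Fisher's exact test, odds ratio 54.4, p = 2.93e-294), which fits that explanation. The test set for blood was thus void for these genes. The erythroid list was left with 1 tested gene, Alas2 (log2 fold change 0.36, adjusted p = 0.546 in edgeR; list score 0.24, exact permutation test, p = 0.495), a score of −0.030 without SAH mouse 2 and of 0.54 without SAH mouse 1. The summed CPM of 25 neutrophil, T cell and B cell genes rose by 2.11, from 10.4 ± 0.588 (SD, n = 6) to 12.5 ± 1.93 (SD, n = 4; exact permutation test, p = 0.0381). The 14 MHC genes rose by 117.9 CPM, from 116.3 ± 6.42 to 234.2 ± 62.4 (exact permutation test, p = 0.00952). S100a8 had 26 counts summed over the 4 SAH mice and 27 over the 6 control mice, and S100a9 had 36 and 28. Per mouse, both were therefore higher in SAH, the direction that blood would give. How much MHC RNA blood cells hold relative to these marker genes is not known here, and monocyte genes are not in the sum. The sizes of the rises therefore cannot exclude blood left in the tissue as a source of the MHC rise, and it stays open. The neutrophil and T cell lists, with 2 genes tested each of 10, differed by 0.21 and −0.35 (exact permutation test, p = 0.124 and 0.2), and by 0.14 and −0.12 without SAH mouse 4.

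Mature oligodendrocyte genes fell by 0.34 (SD 0.12 in SAH and 0.13 in control; exact permutation test, p = 0.00952, adjusted p = 0.0245), with all SAH mice below all control mice. Of 12 tested genes, 7 were lower and 1 higher, and 10 and 1 adjusted over the list alone. The study names Cldn11, Ugt8a, Aspa, Mog and Mag of them. The prediction set for less white matter in the tissue, that these genes fall by a similar factor, went against it. Their changes were unequal (exact permutation test, 1-sided, p = 0.00476, the smallest possible), also without Apod and Trf (p = 0.0190), 2 genes taken out after their values were seen. This exact test was run on 6 sets of genes, and gave p = 0.0857 for the choroid plexus genes and p = 0.00476 for the immediate early genes. This does not decide the matter. How much of each gene's expression lies in white matter is not known here, and where these shares differ, less white matter could lower the genes by unequal factors. Less white matter and a response of oligodendrocytes cannot be told apart for these genes in this design. Newly formed oligodendrocyte genes differed by −0.20 (exact permutation test, p = 0.0762, adjusted p = 0.137), past the threshold without Sham mouse 5 (−0.24) or Sham mouse 6 (−0.24). Oligodendrocyte precursor genes differed by −0.10 (exact permutation test, p = 0.0381, adjusted p = 0.0762). That call was lost without SAH mouse 1 (−0.099), SAH mouse 3 (−0.11), SAH mouse 4 (−0.068), Naive mouse 8 (−0.096), Naive mouse 9 (−0.10) or Sham mouse 7 (−0.091).

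Homeostatic microglia genes, all 10 tested, differed by 0.049 (SD 0.28 in SAH; exact permutation test, p = 0.705), by −0.037 without SAH mouse 4, 0.18 without SAH mouse 3 and 0.0039 without SAH mouse 1. Without the genes that this list and the M0 list of the study have in common, the M0 list rose by 0.67 over 9 genes and the homeostatic list by −0.0021 over 8, a difference of 0.669 (exact permutation test, p = 0.00952). The M0 list was chosen by the study on these mice, so a larger rise in it follows in part from that choice. The difference between the lists therefore cannot exclude more microglia with the same expression per cell. The homeostatic score showed no rise beyond the spread, but its SD of 0.28 in SAH leaves room for a small one. A change within microglia, or cells other than microglia that express these genes, stays open too. Ependymal cell genes differed by −0.20 (exact permutation test, p = 0.124).

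DEGs higher in SAH were longer than random tested genes matched on expression, with a median of 2907 exonic bases against 2634 (2467 to 2807), and 15 of 10000 random sets reached it. Those lower in SAH were not (3346 against 3284 bases, 3583 of 10000). The first result is what gene length as an explanation for the excess of higher DEGs predicted. In 3 equal groups of the tested genes by length, however, 75.8%, 61.8% and 63.8% of the DEGs were higher, from short to long, so the excess is there at each length. Gene length is excluded as the whole cause of the excess, and the difference in length itself is left without an explanation.

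Genes that the paper measured by Rt-qPCR in other mice had a list score higher by 1.02 in these SAH mice (SD 0.16 in SAH and 0.14 in control; exact permutation test, p = 0.00952), a list that joins genes going up and down. Of 14 genes 11 were tested, 7 higher and 3 lower. H2-Aa, Lcn2, Ifi27l2a, Ly9, Lox, Irf7 and Gfap were higher, and Mog, Mag and Rnf122 lower. Over genes with at least 10 counts in every mouse the score differed by 0.090 (exact permutation test, adjusted p = 0.267). The complement receptor and integrin genes had a score higher by 0.43 ± 0.24 (SD, n = 4), the TGF-beta genes by 0.50 ± 0.072 and the phagocytosis genes by 0.35 ± 0.17 (exact permutation test, p = 0.00952 each). The membrane attack complex list, with 1 gene tested, differed by 0.23 (exact permutation test, p = 0.467), by 0.39 without SAH mouse 4, and by 0.073 without SAH mouse 3, where Hc was tested as a second gene.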
